# Transcriptomic Analysis of the Primary Roots of *Alhagi sparsifolia* in Response to Water Stress

**DOI:** 10.1371/journal.pone.0120791

**Published:** 2015-03-30

**Authors:** Huanian Wu, Yongqiang Zhang, Wangbin Zhang, Xinwu Pei, Chao Zhang, Shirong Jia, Weimin Li

## Abstract

**Background:**

*Alhagi sparsifolia* is a typical desert phreatophyte and has evolved to withstand extreme dry, cold and hot weather. While *A*. *sparsifolia* represents an ideal model to study the molecular mechanism of plant adaption to abiotic stress, no research has been done in this aspect to date. Here we took advantage of Illumina platform to survey transcriptome in primary roots of *A*. *sparsifolia* under water stress conditions in aim to facilitate the exploration of its genetic basis for drought tolerance.

**Methodology and Principal Findings:**

We sequenced four primary roots samples individually collected at 0, 6, 24 and 30h from the *A*. *sparsifolia* seedlings in the course of 24h of water stress following 6h of rehydration. The resulting 38,763,230, 67,511,150, 49,259,804 and 54,744,906 clean reads were pooled and assembled into 33,255 unigenes with an average length of 1,057 bp. All-unigenes were subjected to functional annotation by searching against the public databases. Based on the established transcriptome database, we further evaluated the gene expression profiles in the four different primary roots samples, and identified numbers of differently expressed genes (DEGs) reflecting the early response to water stress (6h *vs*. 0h), the late response to water stress (24h *vs*. 0h) and the response to post water stress rehydration (30h *vs*. 24h). Moreover, the DEGs specifically regulated at 6, 24 and 30h were captured in order to depict the dynamic changes of gene expression during water stress and subsequent rehydration. Functional categorization of the DEGs indicated the activation of oxidoreductase system, and particularly emphasized the significance of the ‘Glutathione metabolism pathway’ in response to water stress.

**Conclusions:**

This is the first description of the genetic makeup of *A*. *sparsifolia*, thus providing a substantial contribution to the sequence resources for this species. The identified DEGs offer a deep insight into the molecular mechanism of *A*. *sparsifolia* in response to water stress, and merit further investigation.

## Introduction

Drought stress due to water scarcity has emerged as one of the most urgent issues facing terrestrial ecosystem in many areas of the world to date. Under water deficit conditions, plants often show an array of morphological, physiological and biochemical changes, which may negatively impact plant germination, growth, development as well as reproduction, leading to substantial losses in both natural ecosystem and agricultural production [1,2]. Thus, it is essential to develop plants with improved drought tolerance as well as water use efficiency through various genetic approaches. To this end, a comprehensive understanding of genetic basis of drought tolerance in plants is significant and imperative [3,4].

Plants, due to their sessile nature, have to evolve various mechanisms to cope with water deficit stress, thereby enabling themselves to adapt and survive in the course of drought. Thus far, many progresses have been made toward unraveling the molecular networks that plants use to defense against water stress, and a large array of transcription factors (TFs) as well as signaling mediators including hormones, ion, reactive oxygen species (ROS), protein kinases and phosphatases have been identified to together form delicate signaling cascades in response to water stress [5–8]. For instance, the stomatal closing, one of the well-studied responses in plants to drought stress, is known to be mediated with a well-orchestrated integration of ABA, nitric oxide, ROS (particularly H_2_O_2_), Ca^2+^, phosphatases [5, 9–11]. Recently, it was found that many different types of TFs such as NAC, MYB and WRKY were also involved in this biological process [9,12,13].

Plant roots are important organs growing underground. In addition to absorption and transport of soil water and nutrients for maintaining plant growth, roots are known to serve as one of the primary sites to perceive and monitor soil water content [14,15]. Once the edaphic water deficit occurs, an array of root-sourced chemical and hydraulic signals are triggered and transported to shoot, allowing timely initiation of an integrated cascade of gene expression responses to water stress [16–18]. Regarding the significance of root sensing and response of water deficit, it has become one important aspect to underly how plants adapt to drought stress [19]. Over the past decades, considerable research and interest have been focused on the gene expression profiles in roots of a broad range of plants under drought stress, such as Arabidopsis [20], *Ammopiptanthus mongolicus* [21], chickpea [22], common bean [23], cotton [24,25], sunflower [26], maize [27], pine [28], poplar [29] and rice [30]. However, the mechanisms for water stress signaling and adaptation in roots remain elusive, additional characterization of signal transduction and gene networks controlling the response of roots to water stress is still necessary.

*Alhagi sparsifolia* Shap. is a perennial subshrub belonging to genus *Alhagi*, family *Leguminosae*. As a typical desert phreatophyte, this plant species has highly developed deep roots and displays a great capacity to withstand poor soil as well as extreme dry, cold and hot weather [31]. *A*. *sparsifolia* is naturally distributed in the arid and salinized regions of northernwestern China and adjacent countries in Central Asia, and plays a fundamental role in maintaining the local ecosystem [32]. In addition, this plant is usually used as a fodder for local animals due to its high protein content, and is important in the development of local livestock husbandry [33]. Considering its great tolerance to harsh environments, *A*. *sparsifolia* represents an ideal species for deciphering the mechanism of plant adaption to abiotic stress, such as water deficit. However, understanding the stress adaption in this plant is limited. While a few studies were conducted on physiological responses of *A*. *sparsifolia* to water stress [31,34,35], research has never been done to explore the genomic basis for its drought-tolerance to date. In particular, as a non-model plant species, the genomic resource of *A*. *sparsifolia* is rather scarce, only one expressed sequence tag (EST) and one protein have been deposited in Genbank prior to Sept., 2014.

The development of primary roots of seedlings is a principal component that has been strongly associated with drought tolerance in terrestrial plants. In this study, to gain a deep insight into the drought tolerance in *A*. *sparsifolia*, we then focused on its primary roots and adopted RNA sequencing (RNA-seq), which provide a unique opportunity for genomic exploration in non-mode species [36], to survey the gene expression profiles of primary roots under water stress conditions. We sequenced four cDNA libraries which represent different primary root tissues sampled at 0h, 6h, 24h and 30h during 24h of water stress following 6h of rehydration, and obtained a total of 21.04 gigabase pairs of clean reads. After *de novo* assembly and gene annotation, a primary root transcriptome database of *A*. *sparsifolia* containing 33,255 unigenes was established. Furthermore, on the basis of the transcriptome analysis, the differently expressed genes (DEGs) reflecting the early or late responses to water stress, and the response to post stress rehydration in *A*. *sparsifolia* primary roots were identified. To our knowledge, this is the first transcriptome database of *A*. *sparsifolia*, which not just shed light on the mechanisms of its adaptation to drought stress, but lay the foundation for future functional genomics studies on this species.

## Materials and Methods

### Plant materials and measurement of lengths of the primary roots under water stress

The *A*. *sparsifolia* seeds were collected from Taklamakan, North-west China with the permit from Forestry Department of Xinjiang Uygur Autonomous Regions. To facilitate their germination, the seeds with similar size were first treated with concentrated sulfuric acid (98%) for 20 min, and immersed in sterile distilled water for 30 min preceded by 6 rinses with distilled water. After that, the seeds were placed in 12 cm Petri dishes with 2-layer fully wetted filter paper, and cultured in the dark at 25°C for 24 h. The properly germinated seeds were then selected and transferred to Petri dishes containing 2-layer filter paper saturated with the different percentages (90, 150, 220, 270 and 320 g/L) of polyethylene glycol-6000 (PEG-6000) solution, respectively. Notably, the osmotic potential (ψs) value of the series of PEG solutions was of -0.13, -0.30, -0.58, -0.85 and -1.24MPa, as calculated according to Michel and Kaufmalln [37]. The sterile distilled water was used as a control. The seedlings were remained at 25°C in the dark for 3 days followed by 4 additional days under 16-h light/8-h dark. During the 7-day culture period, water losses due to evaporation were calculated by weighing Petri dishes containing paper and seedlings for every 12 h, and sterile distilled water was added as necessary to compensate for the evaporation losses. At least 15 germinated seeds were included in each different treatment, and three independent experiments were preformed. The typical *A*. *sparsifolia* seedlings were photographed 7 days post treatment with PEG-6000 and lengths of their primary roots were measured.

### Preparation of the primary root samples

The *A*. *sparsifolia* seeds were first treated with concentrated sulfuric acid (98%) and placed in Petri dishes for germination as described above. After 2 days, the well developed *A*. *sparsifolia* seedlings were selected and placed into 12 cm Petri dishes with 2-layer filter paper saturated with the 22% PEG-6000 solution in the dark. At 0, 6 and 24 h post treatment, the primary roots were collected to generate an untreated sample (P-0h) as well as two other samples (P-6h and P-24h) that individually represent the early and late responses to water stress in primary roots. Moreover, the seedlings with 24 h of PEG treatment were thoroughly rinsed with sterile distilled water, and then re-transferred to Petri dishes but containing moist filter paper, and cultured for additional 6 h in the dark (in total, up to 30h of continuous treatment) to make the sample Rh-6h representing the response to post stress rehydration in primary roots. About 40 seedlings were used in each different treatment, and three independent experiments were performed. The samples were immediately frozen in liquid nitrogen and were stored at -80°C until use.

### cDNA library preparation for transcriptome sequencing

Total RNA was extracted from P-0h, P-6h, P-24h and Rh-6h, respectively, by using TRIzol reagent (Invitrogen, USA). To prepare cDNA samples for transcriptome sequencing, total RNA was first assessed with NanoPhotometer spectrophotometer (IMPLEN, USA) and RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, USA) to ensure the quality and integrity, and then processed with NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, USA) following manufacturer’s instruction. Briefly, poly(A) mRNA was first isolated from 3 μg of total RNA using oligo (dT) magnetic beads (Invitrogen, USA), and then was fragmented into smaller pieces at 70°C for 5min in the fragmentation buffer (Ambion, USA). Taking these mRNA fragments as templates, the first-strand cDNA was synthesized with M-MuLV Reverse Transcriptase (RNase H^-^) and random hexamer primer, and second strand cDNA synthesis was subsequently performed using DNA polymerase I (Invitrogen, USA) and RNaseH (Invitrogen, USA). The resulting double-stranded cDNA fragments were purified with AMPure XP system (Beckman Coulter, USA) followed by end repair, 3′ poly(A) addition, and NEBNext Adaptor ligation. The cDNA fragments of ~200 bp in length were selected and further enriched with PCR amplification to generate the cDNA libraries of P-0h, P-6h, P-24h and Rh-6h for Illumina sequencing. The library quality was evaluated on the Agilent Bioanalyzer 2100 system.

### Clustering and sequencing

The clustering of the index-coded samples was performed on a cBot Cluster Generation System with TruSeq PE Cluster Kit v3-cBot-HS (Illumia, San Diego, USA) following the manufacturer’s instructions. After that, the cDNA library was loaded onto the channels of an Illumina HiSeq 2000 for in-depth sequencing. The fluorescent images deconvolution and quality value calculation were performed using the Illumina data processing pipeline (version 1.6), in which 100 bp paired-end reads were generated.

### Data filtering and *de novo* assembly by Trinity

Before assembly, the raw reads were first processed through in-house perl scripts to filter high-quality clean reads by removing low quality reads as well as reads containing adaptor or unknown nucleotides larger than 10%. Clean reads derived from libraries of P-0h, P-6h, P-24h and Rh-6h were pooled and *de novo* assembled into transcripts using Trinity method [38] with optimized K-mer length of 25 and coverage cut-off value of 2. For removing redundancy, when a component contained more than one assembled transcript, only the longest one was preserved to represent an unigene.

To determine the sequence direction, the generated unigenes were aligned by blastx (E-value≤1e-5) to protein databases with the priority order of NCBI NR (non-redundant protein sequence), Swiss-Prot (A manually annotated and reviewed protein sequence database), KEGG (Kyoto Encyclopedia of Genes and Genomes database) and KOG (euKaryotic Ortholog Groups) if conflicting results were obtained. ESTScan 3.03 [39] was also used to determine the direction of the sequence when a unigene was not aligned to any of the databases described above.

### Unigene annotation and classification

For unigene annotation, the assembled unigenes longer than 200 bp were blast against the protein databases of NR, Swiss-Prot, KEGG, KOG as well as the NCBI nucleotide sequences database of NT (non-redundant nucleotide) by using NCBI blastX with a cut-off E-value of ≤1e-5. In addition, the unigenes were also annotated with the protein databases of Pfam (Protein family database) and KEGG by using HMMER 3.0 and KAAS_sa2, respectively.

With NR and Pfam annotation, Blast2GO [40] was employed to obtain GO (Gene Ontology) annotation defined by molecular function, cellular component and biological process ontology. The KOG and KEGG pathways annotation was determined by using Blastall (E-value≤10^-5^) to search against the KOG database and the KEGG pathway database, respectively.

### Identification of unigene expression level and differentially expressed genes

The clean reads from each RNA-seq library were mapped backed onto the assembled transcriptome using RSEM with a maximum of no more than 2 nucleotides mismatches [41]. The resulting readcount for each matched unigene was normalized with FPKM (expected number of Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced) as described [42] to measure its expression level.

Prior to differential gene expression analysis, for each sequenced library, the readcounts were adjusted with edgeR program package [43] through one-scaling normalized factor. Calculation of the differentially expressed genes between two assigned libraries (P-6h *vs*. P-0h, P-24h *vs*. P-0h, Rh-6h *vs*. P-0h and Rh-6h *vs*. P-24h) was performed by using the DEGseq R package [44]. The *p*-value was adjusted using *q*-value [45], and threshold as “*q*-value<0.005 & |log2 (foldchange) |>1” was set to judge the significance of gene expression difference.

The filtered differentially expressed genes (DEGs) were mapped to GO and KEGG database using GOseq [46] and KOBAS [47] to search the significantly enriched GO terms and KEGG pathways, respectively.

### Reverse transcription quantitative real-time PCR (RT-qPCR) analysis

Ten unigenes with different expression patterns were selected for RT-qPCR analysis. In brief, 1.0 μg of total RNA prepared from P-0h, P-6h, P-24h or Rh-6h was first reverse transcribed into its cDNA with oligo(dT)_18_ through M-MLV Reverse Transcriptase (Progema, USA). The qPCR was then performed on an ABI 7500 Real-Time System (Applied Biosystems, USA) with a 25-μL reaction system, which contain 12.5 μL 2× SYBR *Premix EX* Taq (Takara, Japan), 10 pmol forward and reverse primers and 0.5 μL template cDNA. The primer sequences are listed in Table A in S1 File. The PCR conditions were as follows: 50°C for 2 min and 95°C for 10 min; 40 cycles of 95°C for 15 sec and 60°C for 1 min; 1 cycle of 95°C for 15 sec, 60°C for 15 sec and 95°C for 15 sec. *Actin* gene of *A*. *sparsifolia* was monitored as an internal control to normalize template amounts. Three independent replicates were performed for each sample. The relative expression levels of the unigenes were calculated by the relative 2^–ΔΔCT^ method [48]. Results represent mean standard deviations of the three experimental replicates.

### Data deposition

The nucleotide sequences of raw reads as well as the assembled unigenes from this study were submitted to NCBI Gene Expression Omnibus under the accession number GSE62174.

## Results

### Effect of water stress induced by PEG-6000 on elongation of the *A*. *sparsifolia* primary roots

To examine elongation of the *A*. *sparsifolia* primary root under water stress, the PEG-6000 solution, which enabled us control and repeat the water stress conditions easily and precisely in laboratory settings, was used in this study. The selected *A*. *sparsifolia* seeds (Fig. 1A) were first germinated on the moist filter paper for 24 h, and then exposed to various concentrations of PEG-6000 solutions in the covered Petri dishes for additional 7 days. It was observed that, with increasing concentrations of PEG-6000 from 90 to 320 g/L, elongation of the *A*. *sparsifolia* primary roots became gradually retarded. In particular, the shortest elongation of the primary roots developed at the 220 g/L PEG-6000 solution (Fig. 1B and 1C). Accordingly, the PEG-6000 solution at concentration of 220 g/L was used hereblow to mimic water stress in the *A*. *sparsifolia* seedlings.

**Fig 1:**
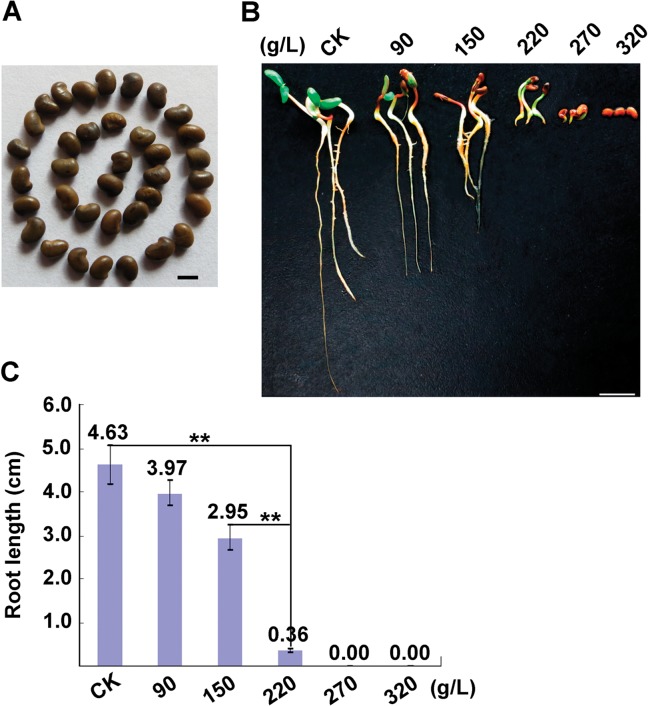
Effect of water stress induced by PEG-6000 on development of the *Alhagi sparsifolia* primary roots. (A) Seeds of *A*. *sparsifolia* (Scale bar = 2.0 cm). (B) Typical phenotype of the *A*. *sparsifolia* seedlings at 7 days post treatment with PEG-6000 (Scale bar = 1.0 cm). The *A*. *sparsifolia* seeds were first treated with concentrated sulfuric acid (98%) for 20 min, and then put on fully wetted filter paper at 25°C in the dark for 24 h. The germinated seeds were selected and transferred to petri dishes containing filter paper saturated with the different percentages of PEG-6000 solution (0, 90, 150, 220, 270 and 320 g/L), and were remained at 25°C in the dark for 3 days followed by 4 additional days but under 16-h light/8-h dark. At least 15 seedlings were included in each different treatment, and three independent experiments were preformed. (C) Average length of the primary roots of *A*. *sparsifolia* treated with PEG-6000 at 7 days. Error bars represent SE. P values determined by Student t test (** p < 0.01).

### Transcriptome sequencing of the *A*. *sparsifolia* primary roots and *de novo* assembly

The main goal of this study was to gain a global view of the transcriptome response to water stress in primary roots of *A*. *sparsifolia*. To this end, the 2-day-old *A*. *sparsifolia* seedlings, which were first germinated on the water-saturated filter paper, were individually subjected to 0h, 6h, 24h of PEG treatment, and 24h of PEG treatment following 6h of rehydration. Only the primary roots were collected, resulting in four different samples namely P-0h, P-6h, P-24h and Rh-6h that represent the untreated primary roots, the early and late responses of primary roots to water stress, and the response of primary roots to post stress rehydration, respectively. It is notable that the primary roots of the 2-day-old seedling used here were of ~5–8 mm in length, and their elongation almost stagnated under the treatment of 22% PEG-6000, thus making the primary roots of P-0h, P-6h, P-24h and Rh-6h with nearly uniform length. 

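RNA of the primary roots was sequenced as 1 library per condition: P-0h (untreated), P-6h (6 h in 220 g/L PEG-6000), P-24h (24 h in PEG) and Rh-6h (24 h in PEG and then 6 h of rehydration). PEG-6000 is a polymer that lowers the water potential of the solution and so withholds water from the root. With 1 library per condition, no difference reported here has a replicate check. The paper describes independent experiments for each treatment and does not state whether their RNA was pooled into a library.
The values are those deposited for each of the 33255 unigenes. The authors mapped the clean reads of each library to the unigenes with RSEM, which gives an estimated readcount that need not be whole, and derived FPKM from it. The readcounts of a library summed to 15621257 in P-0h, 28586278 in P-6h, 21056637 in P-24h and 22932638 in Rh-6h, and the libraries were sequenced from both ends of each fragment.
For the comparison of 2 libraries, the readcounts were adjusted with an edgeR factor, as the methods describe. Each library was scaled to 1000000 and divided by the edgeR factor of that pair of libraries, details that the methods do not state. The log2 fold change was taken between the adjusted readcounts, with 0.5 in place of 0. This 0.5 is on the adjusted scale, where 1 read of P-0h was 0.0640 before the edgeR factor. A unigene with 0 reads is thus treated as having several reads. The MA-plot test of DEGseq was rewritten from its description and applied to the adjusted readcounts of all unigenes with a read in either library. Its scale and centre were taken in the form that gives back the p-values printed by the paper. A unigene was counted as differentially expressed at a q-value under 0.005 and an absolute log2 fold change above 1. Such a test compares the reads of 2 libraries, not the conditions. The counting errors given with log2 fold changes are standard errors from the readcounts. They and the intervals cover counting error only, without variation between plants or library preparations.
The edgeR factors were 1.03 for P-6h and 0.972 for P-0h in the early comparison, 1.15 for P-24h and 0.871 for P-0h in the late comparison, and 1.08 for Rh-6h and 0.930 for P-24h in the rehydration comparison. The largest share of a library taken by any unigene was that of comp21718_c1 in P-0h, 24.8% of the readcounts (95% Wilson interval 24.80 to 24.85). It was 4.59% in P-6h, 0.804% in P-24h and 0.465% in Rh-6h. This unigene of 6419 bp, whose nearest NR protein is the hypothetical protein MTR_5g050970 of Medicago truncatula, therefore weighs on every value that is scaled by the P-0h total.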

The Illumina sequencing platform HiSeq 2000 was then applied to explore the transcriptome in each of the primary roots samples. As shown in Table 1, there were 52,252,810 raw reads generated from P-0h, 82,109,642 from P-6h, 54,259,176 from P-24h, and 59,886,362 from Rh-6h (GEO accession numbers: GSE62174). These raw reads were further filtered by removing adaptors, ambiguous nucleotides and low-quality sequences to generate clean reads. In total, 38,763,230 clean reads, each of which has the length of 100 bp, remained in the library P-0h, 67,511,150 in P-6h, 49,259,804 in P-24h, and 54,774,906 in Rh-6h (Table 1).

**Table 1:** Overview of the sequencing reads.

Sample^a^	Raw reads	Clean reads^b^	Clean bases	Error (%)	Q20^c^ (%)	Q30^d^ (%)	GC (%)
P0_Root_L1	26,126,405	19,381,615	1.94G	0.03	98.06	93.08	50.27
P0_Root_R2	26,126,405	19,381,615	1.94G	0.05	94.96	88.10	50.23
P6_Root_L1	41,054,821	33,755,575	3.38G	0.03	98.16	93.40	47.47
P6_Root_R2	41,054,821	33,755,575	3.38G	0.04	95.32	88.69	47.39
P24_Root_L1	27,129,588	24,629,902	2.46G	0.03	98.21	93.80	46.79
P24_Root_R2	27,129,588	24,629,902	2.46G	0.06	94.30	87.63	46.79
Rh6_Root_L1	29,943,181	27,387,453	2.74G	0.03	98.25	93.92	46.60
Rh6_Root_R2	29,943,181	27,387,453	2.74G	0.06	94.22	87.43	46.59
Total	248,507,990	210,309,090	21.04G	—	—	—	—

a, L1: Reads sequencing from the left; R2: Reads sequencing from the right.

b, adaptors and low-quality reads were excluded.

c, Q20: The percentage of bases with quality value larger than 20.

d, Q30: The percentage of bases with quality value larger than 30.

The clean reads yielded from the four different transcriptome libraries were pooled and further processed with Trinity software [38], which was often used to assemble full-length transcripts without reference genomes. A total of 49,051 transcripts ranging from 201 to 15,635 bp were produced. After removal of the redundancy from the assembled transcripts, 33,255 unigenes were achieved (GEO accession numbers: GSE62174) with a total length of 35,143,468 bp and an average length of 1,057 bp (Table 2). The size distribution of the transcripts and unigenes was shown in Fig. 2. The all-unigenes provided a sequence basis for analysis of gene expression in *A*. *sparsifolia* primary roots.

**Table 2:** General features of the primary root transcriptome of *A*. *sparsifolia*.

	Transcript	Unigene
Total number	49,051	33,255
Total nucleotides	59,141,281	35,143,468
Length range	201~15,635	201~15,635
Mean length	1,206	1,057
Median length	903	696
N50^a^	1,866	1,732
N90^b^	568	436

a, N50: the length *L* where 50% of all nucleotides in the assembly are contained in transcripts/unigenes of size≥ *L*.

b, N90: the length *L* where 90% of all nucleotides in the assembly are contained in transcripts/unigenes of size≥ *L*.

**Fig 2:**
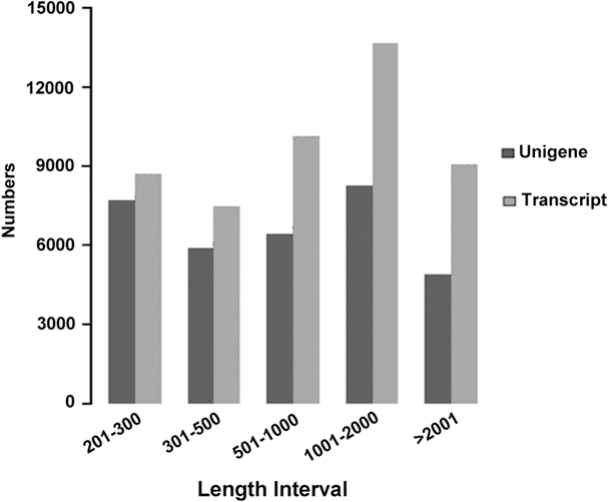
Length frequency distribution of transcripts and unigenes assembled by Trinity. X-axis represents the size of sequences (nt), and Y-axis indicates the number of sequences.

To verify the quality of sequencing data, 20 unigenes were selected and pairs of primers were designed accordingly for RT-PCR amplification. Each primer pair produced a PCR product with the expected size and its identity was confirmed by Sanger sequencing (data not shown).

### Unigene annotation to public databases

To predict the putative functions, all of the 33,255 unigenes were searched against the public databases of NR, NT, Swiss-Prot, Pfamm, KOG and KEGG for annotation. Totally 24,639 unigenes (74.09% of all distinct sequences) showed significant matches to NR database, 22,494 (67.64%) unigenes were annotated in NT database and 17,806 (53.54%) in Swiss-Prot database. In addition, 16,417 (49.36%) unigenes encoded similar protein domains or motifs to those in Pfam database (Table 3), and the numbers of unigenes with significant similarity to sequences in KOG and KEGG were of 9,313 (28.0%) and 6,452 (19.4%), respectively. Among all these unigenes, 3,821 (11.49%) were simultaneously annotated by all six databases, and 26,206 (78.80%) showed homology to the known sequences deposited in at least one database (Table 3).

**Table 3:** Summary of unigene annotations against public databases.

	Number of Unigenes	Percentage (%)
Total Unigenes	33,255	100
Gene annotation against NR	24,639	74.09
Gene annotation against NT	22,494	67.64
Gene annotation against SwissPort	17,806	53.54
Gene annotation against Pfam	16,417	49.36
Gene annotation against KOG	9,313	28.0
Gene annotation against KEGG	6,452	19.4
Gene annotation against GO	18,272	54.94
Unigenes annotated in all databases	3,821	11.49
Unigenes annotated in at least one databases	26,206	78.80

Abbreviations: NR, non-redundant protein sequence; NT, non-redundant nucleotide; Pfam, Protein Family Database; KEGG, Kyoto Encyclopedia of Genes and Genomes database; KOG, euKaryotic Ortholog Groups; GO, Gene Ontology.

The E-value distribution of the top hits in the NR database revealed that 69.4% of the annotated unigenes had strong homology (<1.0E^-50^), and the rest had homology ranging between 1.0E^-5^ to 1.0E^-50^ (Fig. 3A). The similarity distribution showed that 79.6% of the query sequences have a similarity up to 80%, and only a small number (8.7%) of the hits have a similarity ranging from 41% to 70% (Fig. 3B). In consistence with the phylogenetic status of *A*. *sparsifolia* [35], a significant number (>90%) of the annotated unigenes have top matches (first hit) with genes from species in *Leguminosae* family (Fig. 3C), including *Glycine max* (50.2%), *Medicago truncatula* (34.4%) and *Lotus japonicus* (4.4%).

**Fig 3:**
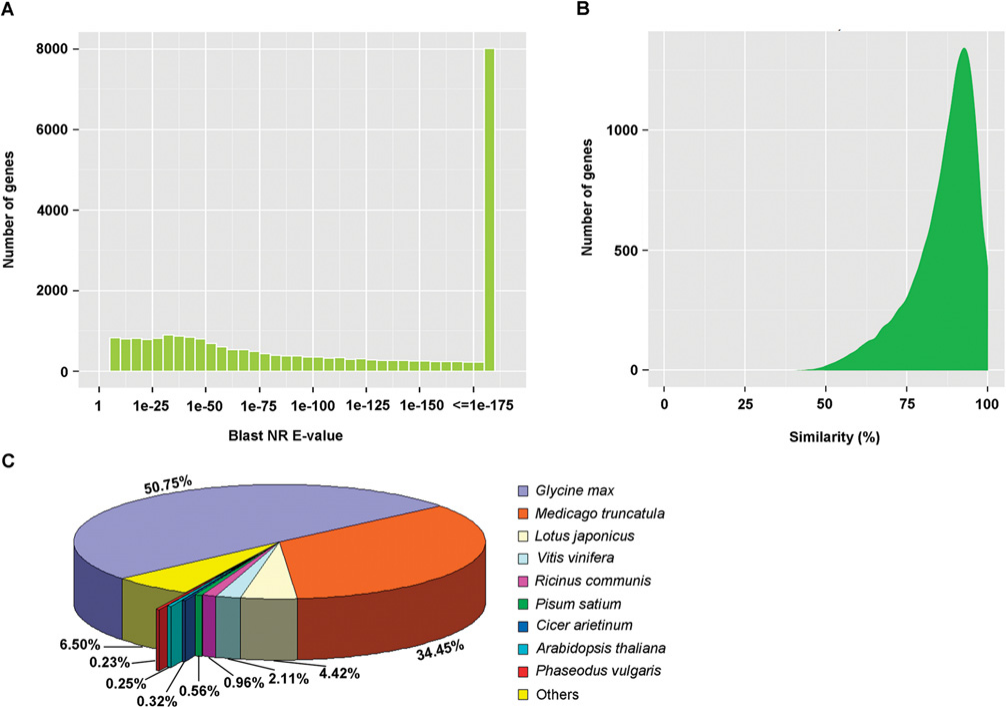
Characteristics of homology search of unigenes against the NR database. (A) E-value distribution of the top BLAST hits for each unigene with a cut-off E-value of 1.0E-5. (B) Similarity distribution of the best BLAST hits for each unigene. (C) Species distribution is shown as the percentage of the total homologous sequences with an E-value of at least 1.0E-5. We used all plant proteins in the NCBI NR database for homology search and extracted the first hit of each sequence for analysis.

### Functional annotation and classification of unigenes

GO assignment was used to classify the functions of the predicted *A*. *sparsifolia* genes. Out of 24,639 NR hits and 16,417 PFAM homologies, 18,272 unigenes were matched into 3 main categories: biological process, cellular component, and molecular function (Fig. 4). Under the biological process category, the major GO terms were ‘cellular process’ (11,148, 61.0%), ‘metabolic process’ (10,597, 58.0%), ‘single-organism process’ (5,404, 29.6%), ‘biological regulation’ (3,668, 20.1%), ‘regulation of biological process’ (3414, 18.7%), ‘establishment of localization’ (3046, 16.7%) and ‘response to stimulus’ (2478, 13.6%). Within the cellular component category, a significant percentage of genes were clustered into ‘cell’ and ‘cell part’, both of which shared the same proportion (6471, 35.4%). In the molecular function category, most genes were assigned to ‘binding’ (11086, 60.7%) and ‘catalytic activity’ (9187, 50.3%) followed by transporter activity (1271, 7.0%), nucleic acid binding transcription factor activity (670, 3.7%) and structural molecule activity (560, 3.1%).

**Fig 4:**
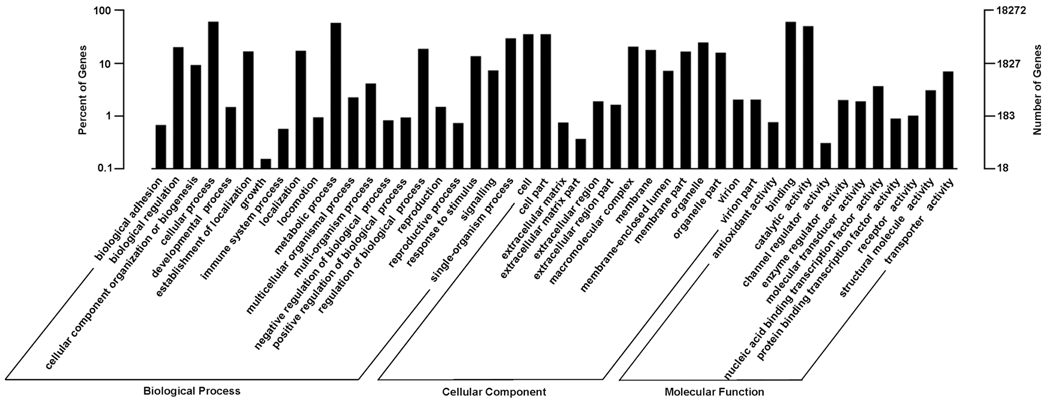
GO categories of biological process, cellular component and molecular function for the transcriptome of the *A*. *sparsifolia* primary roots. The right y-axis shows the number of genes in a category, and the left y-axis indicates the percentage of a specific category of genes in that main category.

The proteins assigned to the same KOG category were assumed to have the common ancestor protein, or to be paralogs or orthologs. Using KOG, totally 9,313 unigenes were annotated and clustered into 26 categories (Fig. 5). Among them, the cluster for ‘General function prediction’ represented the largest group (1,641, 17.6%) followed by ‘Posttranslational modification, protein turnover, chaperones’ (1,263, 13.6%), ‘Signal transduction mechanism’ (843, 9.1%) and ‘Translation, ribosomal structure and biogenesis’ (641, 6.9%).

**Fig 5:**
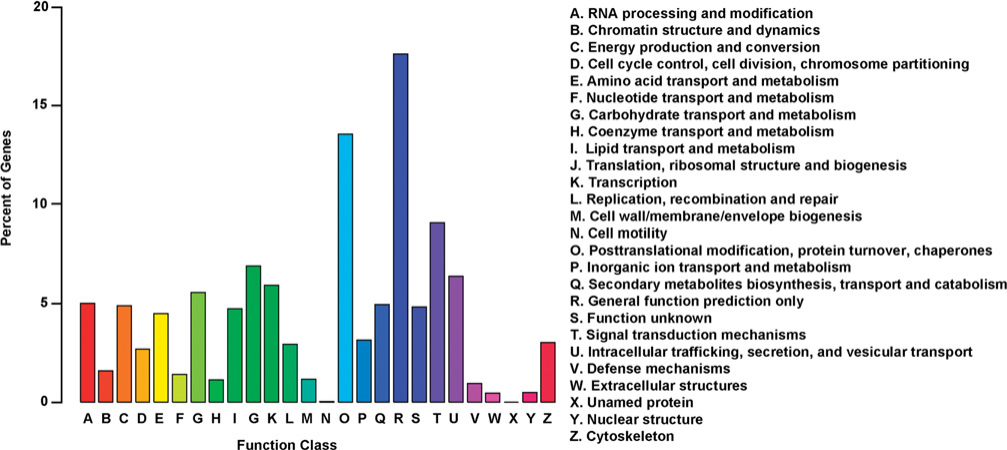
KOG function classification of the transcriptome of the *A*. *sparsifolia* primary roots. Out of 24,639 NR hits and 16,417 PFAM homologies, 9,313 sequences have a KOG classification among the 26 categories.

KEGG pathway-based analyses help to systematically explore inner-cell metabolic pathways and biological functions of gene products. As shown in Fig. 6, a total of 6,452 unigenes were assigned to 24 subcategories in five KEGG biochemical pathways including cellular processes (708, 11.0%), environmental information processing (634, 9.8%), genetic information processing (1517, 23.5%), metabolism (3196, 49.5%) and organism system (158, 2.5%). Among them, the most dominant subcategory was identified as ‘Translation’ (595, 9.2%), followed by ‘Carbohydrate metabolism’ (588, 9.1%), ‘Signal transduction’ (565, 8.8%), ‘Folding, sorting and degradation’ (513, 8.0%), and ‘Amino acid metabolism’ (428, 6.6%).

**Fig 6:**
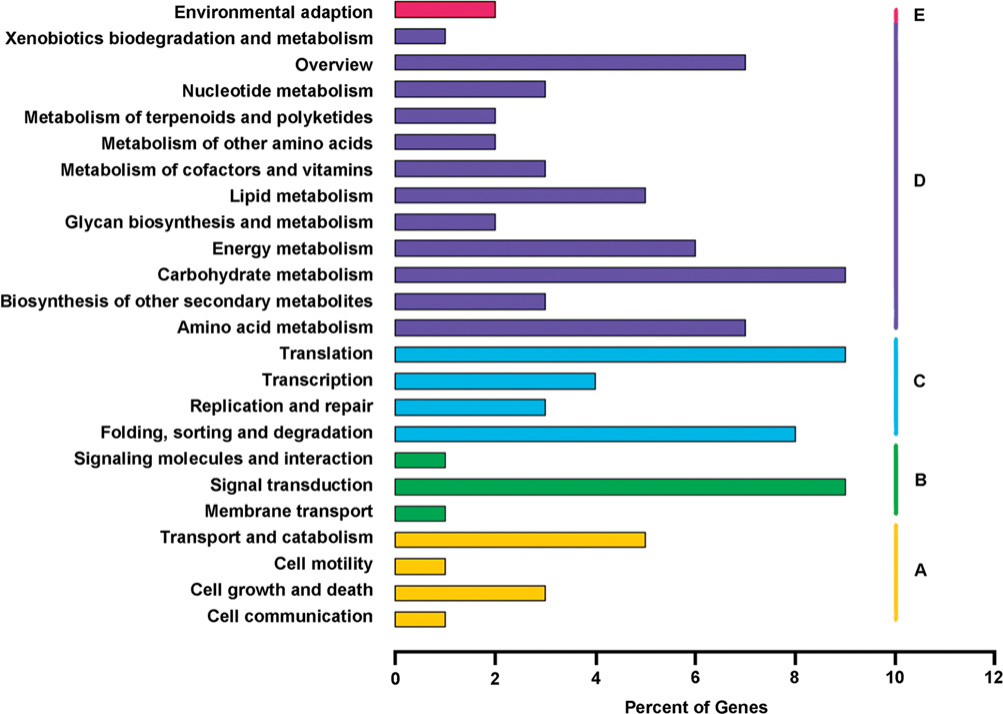
KEGG classification of assembled unigenes. A total of 6,452 unigenes were assigned to KEGG pathways of cellular processes (A), environmental information processing (B), genetic information processing (C), metabolism (D) and organism system (E).

### Global analysis of gene expression in *A*. *sparsifolia* primary roots under water stress and subsequent rehydration

To characterize the effect of water stress and subsequent rehydration on gene expression in the *A*. *sparsifolia* primary roots, the clean reads derived from P-0h, P-6h, P-24h and Rh-6h were individually mapped to the primary root transcriptome database containing 33,255 unigenes. For each group of the clean reads, over 80% were uniquely mapped to the reference database, thus identifying 26,452, 28,803, 29,012 and 29,746 unigenes expressed in P-0h, P-6h, P-24h and Rh-6h, respectively (Table 4).

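A unigene was counted as expressed when it had any readcount. That held for 26452 unigenes in P-0h, 28803 in P-6h, 29012 in P-24h and 29746 in Rh-6h, which are 79.5%, 86.6%, 87.2% and 89.4% of the 33255 unigenes. Table 4 of the paper prints the same counts with lower percentages, and does not state their base. The libraries differ in depth, from 15621257 readcounts in P-0h to 28586278 in P-6h. After all libraries were thinned at random to the P-0h total, 27002 unigenes remained expressed in P-6h, 28030 in P-24h and 28663 in Rh-6h. The thinning equalised the totals, but 24.8% of the P-0h total belonged to comp21718_c1, so that fewer P-0h reads remained for the other unigenes. The alternative that moved the numbers most was a minimum of 10 readcounts, which 17552 unigenes reached in P-0h, 19366 in P-6h, 19346 in P-24h and 20406 in Rh-6h. The median readcount per unigene was 13 in P-0h, 25 in P-6h, 25 in P-24h and 36 in Rh-6h.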

**Table 4:** Statistics of clean reads mapped to the primary root transcriptome of *A*. *sparsifolia*.

Sample	Total clean reads	Unique match reads^a^	Reads-mapped genes^a^
P0_Root	38,763,230	31,701,920 (81.78%)	26,452 (76.4%)
P6_Root	67,511,150	57,981,060 (85.88%)	28,803 (81.8%)
P24_Root	49,259,804	42,724,090 (86.73%)	29,012 (83.7%)
Rh6_Root	54,774,906	46,490,800 (84.88%)	29,746 (87.6%)

a. The conservative degree of mismatch was no more than 2 bp.

The expression levels of the identified unigenes in P-0h, P-6h, P-24h and Rh-6h were further normalized with FPKM values [42], which takes the influence of both the sequencing depth and gene length on read count into account. As summarized in Table B in S1 File, among the four libraries of the expressed unigenes, the proportion of genes with FPKMs in interval of ‘>15’, the so-called high-level expressed genes, gradually increased in the order of P-0h, P-6h, P-24h and Rh-6h. In contrast, the percentage of genes with FPKMs in interval of ‘≦3.57’ representing the low-level expressed genes decreased gradually following the same order. 

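Counted from the deposited FPKM values, the unigenes above an FPKM of 15 made up 20.7% of the expressed unigenes in P-0h (5476 unigenes, 95% Wilson interval 20.2 to 21.2%), 21.2% in P-6h (6113, 20.8 to 21.7%), 24.0% in P-24h (6975, 23.6 to 24.5%) and 26.0% in Rh-6h (7737, 25.5 to 26.5%). The intervals of P-0h and P-6h overlap. From P-0h to Rh-6h the share rose by 5.31 percentage points (95% interval 4.61 to 6.01). These intervals treat unigenes as the units counted and hold no replicate error. FPKM is relative to the total of its library, and comp21718_c1 alone had an FPKM of 39930 in P-0h against 747 in Rh-6h. The alternative that moved the change most was the FPKM divided by the edgeR TMM factor of each library, with shares of 23.7, 23.1, 22.7 and 22.1% in the same order, a change of -1.64 percentage points. With the FPKM rescaled to TPM the shares were 26.1, 23.1, 26.4 and 27.2%.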

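The unigenes in the paper's interval of low-level expression made up 51.0% of the expressed unigenes in P-0h (13496 unigenes, 95% Wilson interval 50.4 to 51.6%), 54.9% in P-6h (15804, 54.3 to 55.4%), 51.1% in P-24h (14827, 50.5 to 51.7%) and 47.4% in Rh-6h (14108, 46.9 to 48.0%). With this denominator the share was highest in P-6h, and those of P-0h and P-24h lay within each other's intervals. Over the 23460 unigenes expressed in all 4 libraries, an alternative set before the data were examined, the shares were 46.0, 45.7, 40.4 and 35.0%, in falling order. When all 33255 unigenes were the denominator, with those without reads counted in the low class, the shares were 61.0, 60.9, 57.3 and 53.0%. This denominator was chosen after seeing the data. From P-0h to Rh-6h the share of the expressed unigenes changed by -3.59 percentage points (95% interval -4.42 to -2.76). The change was 2.60 percentage points with TPM and 5.35 with the FPKM divided by the TMM factor.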

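Across the 11962 unigenes with at least 50 readcounts in every library, the rank correlation of the readcounts (Spearman's rho across unigenes, which are not independent replicates) was highest between P-6h and P-24h, 0.947. It was 0.928 between P-24h and Rh-6h and 0.873 between P-6h and Rh-6h. The P-0h library stood farther from the others, with 0.854 against P-6h, 0.843 against P-24h and 0.863 against Rh-6h.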

Unambiguously, the unigene libraries of P-0h, P-6h, P-24h and Rh-6h together reflected the dynamics patterns of gene expression in *A*. *sparsifolia* primary roots in the course of 24h of water stress and subsequent 6h of rehydration, and offered an opportunity to identify the DEGs here below.

### Genes responding to water stress and subsequent rehydration in *A*. *sparsifolia* primary roots

The DEGs in response to water stress and the subsequent rehydration were explored by using DEGseq [44] with the criteria of significance [*q*-value<0.005, and |log2 (foldchange)|>1]. 

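The test covered 30435 unigenes in the early comparison, 30701 in the late comparison and 31554 in the rehydration comparison. The p-values recomputed from the readcounts differed by at most 0.467% from those printed in Tables H to K in S1 File. The adjusted readcounts of the PEG library differed by at most 0.000464%. P-values close to 0 were not compared. The form of the test was taken to give back these p-values, so the match is not an independent check. In simulated libraries with 200 unigenes changed 4-fold, 5 times per comparison, all 200 were recovered and no other unigene was called. That simulation held counting error only, and its recovery does not carry over to unigenes with few reads. In the data, comp12927_c0 had 6.00 readcounts in P-0h and 329.0 in P-6h. Its early log2 fold change of 4.82 missed the threshold of the MA-plot test (q = 0.00770). In simulated libraries without any changed unigene but with a biological coefficient of variation of 0.2, a mean of 43.0 unigenes passed the threshold in the early comparison, 48.6 in the late comparison and 60.2 in the rehydration comparison. With a coefficient of 0.4 the means were 945, 1018 and 1224. The simulated libraries of a pair had the same expected share for each unigene, so they lack the difference in composition between the real libraries. The coefficient between roots of the same condition cannot be measured with 1 library per condition.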

To this end, 929 up- and 362 down-regulated unigenes were detected from the P-6h library as compared to the P-0h library, and defined as the early water-stress inducible and repressed genes, respectively (Fig. 7A and Table C in S1 File). 

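Between P-6h and P-0h, 910 unigenes were up-regulated and 353 down-regulated past the threshold, and all of them are in the paper's lists for this comparison. When only unigenes with reads in both libraries, or an adjusted readcount of at least 5 in one, were tested, the numbers were 929 and 362. That tested set was chosen after seeing the data. Among the unigenes with at least 10 readcounts in both libraries, the largest increases were those of comp19871_c0, from 10.00 readcounts in P-0h to 1814 in P-6h (log2 fold change 6.55, counting error 0.46), and of comp21615_c0, from 26.00 to 4484 (6.48, counting error 0.28). The largest decreases were those of comp18564_c0, from 606.5 to 19.00 readcounts (-5.95, counting error 0.34), and of comp26797_c0, similar to a peptide/nitrate transporter, from 411.0 to 20.00 (-5.31, counting error 0.33). The alternative that moved the numbers most was the edgeR exact test with an assumed biological coefficient of variation of 0.4, with 99 up-regulated and 26 down-regulated unigenes. In the other direction, the test on unscaled readcounts gave 2988 and 2632.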

Between the libraries of P-24h and P-0h, 1,173 up- and 377 down-regulated unigenes were identified based on P-0h, and termed the late water-stress inducible and repressed genes, respectively (Fig. 7B and Table D in S1 File). In addition, 369 up- and 324 down-regulated genes were detected from the Rh-6h library as compared to the P-24h library, and named as the rehydration inducible and repressed genes, respectively (Fig. 7C and Table E in S1 File). 

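Between P-24h and P-0h, 1149 unigenes were up-regulated and 367 down-regulated. The median log2 fold change was 1.69 over the up-regulated unigenes and -1.84 over the down-regulated ones. The largest increases among unigenes with at least 10 readcounts in both libraries were those of comp16222_c0, a zinc transporter by its NR description, from 19.07 readcounts in P-0h to 2828 in P-24h (log2 fold change 6.38, counting error 0.33), and of comp28951_c1, similar to an inducible nitrate reductase, from 18.00 to 2405 (6.23, counting error 0.34). In P-6h comp16222_c0 had 127.1 readcounts (1.78). The largest decreases were those of comp27316_c0, a sugar transporter ERD6-like protein, from 471.0 to 11.00 readcounts (-6.25, counting error 0.44), and of comp21718_c1, from 3878077 to 169389 (-5.35). With the same effective library sizes (TMM) in the fold change and in the centre of the test, 812 unigenes were up-regulated and 540 down-regulated.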

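Between Rh-6h and P-24h, 362 unigenes were up-regulated and 321 down-regulated. The largest increases were those of comp27316_c0, the sugar transporter ERD6-like protein, from 11.00 readcounts in P-24h to 9616 in Rh-6h (log2 fold change 9.44, counting error 0.44), and of comp20267_c0, a hypothetical protein, from 193.0 to 42792 (7.46, counting error 0.10). Against P-0h, comp27316_c0 ended 3.19 higher on the log2 scale. The largest decreases were those of comp28951_c1 (-6.36, counting error 0.24) and comp28951_c0 (-6.33, counting error 0.18), which are pieces of the same assembled component and are both described as nitrate reductase. Of the 362 up-regulated unigenes, 205 were also past the threshold above P-0h.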

Notably, there were more up-regulated unigenes than down-regulated ones in response to water stress, whereas almost equal amount of unigenes were up- and down-regulated under the rehydration condition, implying a positive role of the 220 g/L PEG solution on gene expression in the *A*. *sparsifolia* primary roots.

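For each down-regulated unigene there were 2.58 up-regulated ones in the early comparison, 3.13 in the late comparison and 1.13 in the rehydration comparison.

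**Figure D1:**
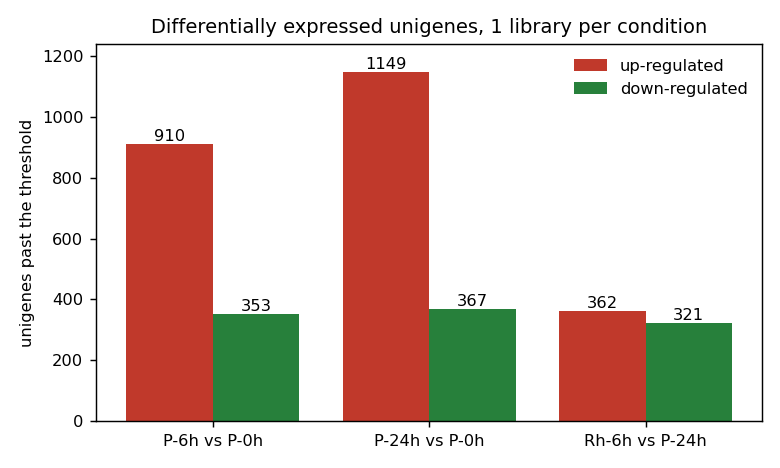
Number of unigenes past the threshold (y axis) in each comparison of 2 libraries (x axis), with up-regulated unigenes in red and down-regulated unigenes in green. The early and late comparisons have 910 and 1149 up-regulated against 353 and 367 down-regulated unigenes, and rehydration has 362 against 321.

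The ratio depended on the scaling, in the comparisons with and without P-0h. With TMM effective library sizes in both the fold change and the centre of the test it was 2.18 in the early, 1.504 in the late and 0.830 in the rehydration comparison. With DESeq2 size factors it was 2.05, 1.39 and 0.898. Without the edgeR factor it was 2.96, 6.10 and 1.76, and with the edgeR exact test at an assumed biological coefficient of variation of 0.4 it was 3.81, 4.12 and 1.38. With a coefficient of 0.2 it was 1.06, 1.24 and 1.29, and with the test on unscaled readcounts 1.14, 1.51 and 1.73, so that in these settings the rehydration comparison had the highest ratio. Without comp21718_c1, a setting chosen after seeing the data, it was 1.27, 1.54 and 1.12. The comparison of P-24h with P-6h, which involves no untreated library, had 214 up-regulated and 203 down-regulated unigenes, 155 and 262 with TMM sizes in both steps, and 140 and 306 with DESeq2 size factors. From its own counts under water stress and on rehydration, the paper proposes a positive role of the PEG solution on gene expression.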

**Fig 7:**
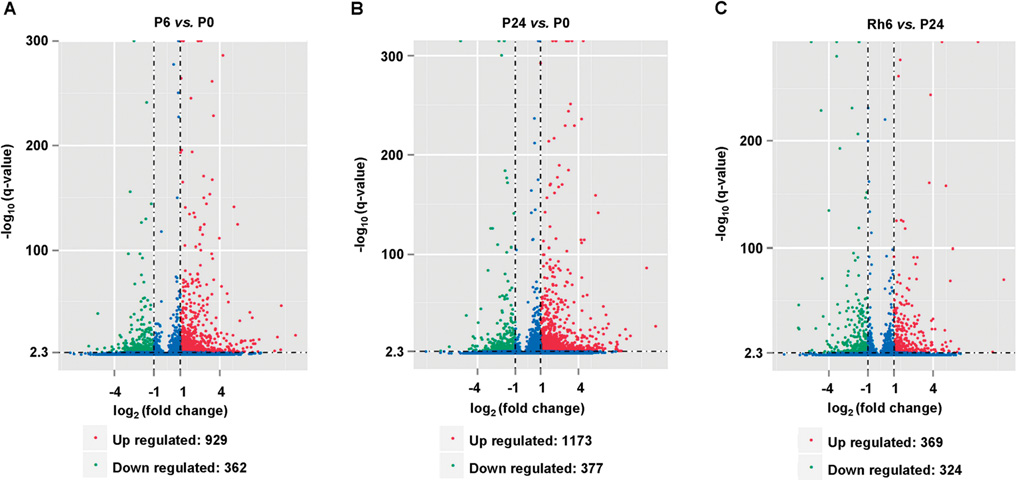
Gene expression profile changes in the *A*. *sparsifolia* primary roots during 24h of PEG treatment following 6h of rehydration. Comparisons between P6 and P0 (A), P24 and P0 (B), and Rh6 and P24 (C) were made on the basis of *q*-value<0.005 and |log2(foldchange)|>1. P0 represents the untreated primary roots. P6 and P24 represent the primary roots with 6h and 24h of PEG treatment, respectively. Rh6 represents the primary roots with 6h of rehydration preceded by 24h of PEG treatment. The identified up- and down-regulated genes are denoted as the red and green dots, and their numbers of are summarized.

Based on the identified DEGs, the comparisons were first made to collect the genes exhibiting specific expression patterns in the course of water stress. As shown in Venn diagrams (Fig. 8A and 8B), there were 561 genes in common between the early and late water-stress inducible genes, and 209 genes in common between the early and late water-stress repressed genes (Tables F and G in S1 File). These overlapped genes were continuously induced or repressed following the perception of water stress, representing a general positive response to water stress in *A*. *sparsifolia* primary roots. 

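The early and late comparisons shared 549 up-regulated and 203 down-regulated unigenes. Over the shared up-regulated unigenes, the median log2 fold change was 1.84 in P-6h and 1.75 in P-24h (quartiles in P-24h 1.27 to 2.45). Over the shared down-regulated unigenes, it was -1.87 and -1.96. Both comparisons use the same P-0h library, so an error of that library enters both. When the P-0h reads were divided at random into 2 parts, and each comparison was given its own part, 572 up-regulated unigenes were shared, against 587 when both used the same part. This split separates counting noise only.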

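On rehydration, 485 of the 549 continuously induced unigenes fell (median log2 fold change -0.79 between Rh-6h and P-24h), and 168 of them fell past the threshold. Of the 203 continuously repressed unigenes, 166 rose (median 0.45), 39 of them past the threshold. In Rh-6h, 234 of the continuously induced unigenes were still past the threshold above P-0h, and 96 of the repressed ones below it.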

On the other hand, 368 and 612 genes were identified to be exclusively in either dataset of the early water-stress inducible genes and late water-stress inducible genes (Tables H and I in S1 File), and 153 and 168 genes uniquely present in either of the early water-stress repressed genes and late water-stress repressed genes (Tables J and K in S1 File). This was not surprising that, along the general response, many genes were specifically regulated at different time points, showing temporal specific expression under the PEG-induced water stress. 

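Past the threshold in only one of the PEG comparisons were 361 early and 600 late up-regulated unigenes, and 150 early and 164 late down-regulated ones. The late numbers depended on the scaling. With TMM sizes in both steps they were 353 up- and 266 down-regulated, against 373 early up-regulated ones. With DESeq2 size factors the late numbers were 342 and 277, and without the edgeR factor 907 and 99. With the original scaling, most of the listed unigenes had changed in the same direction at the other time. Of the 361 early up-regulated unigenes, 333 were also above P-0h in P-24h, with a median log2 fold change of 0.71. Of the 600 late up-regulated ones, 571 were already above P-0h in P-6h (median 0.95). Of the 150 early and 164 late down-regulated unigenes, 141 and 145 lay below P-0h at the other time. When P-24h and P-6h were compared with each other, 75 of the 361, 123 of the 600, 25 of the 150 and 58 of the 164 differed past the threshold in the direction of their list, 281 of 1275 in all.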

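No unigene passed the threshold in opposite directions in the early and late comparisons. Of the 910 early up-regulated unigenes, 28 lay below P-0h in P-24h, and of the 353 early down-regulated unigenes, 9 lay above it, none of them past the threshold. With the test on unscaled readcounts, 18 unigenes passed the threshold in opposite directions. With the edgeR exact test at an assumed biological coefficient of variation of 0.2 there were 3, and without the edgeR factor there was 1.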

Interestingly, no common gene was identified between the early water-stress inducible genes and the late water-stress repressed genes, or between the early water-stress repressed genes and the late water-stress inducible genes, indicating that fewer genes exhibited opposite patterns of induction and repression at 6h and 24h of water stress.

**Fig 8:**
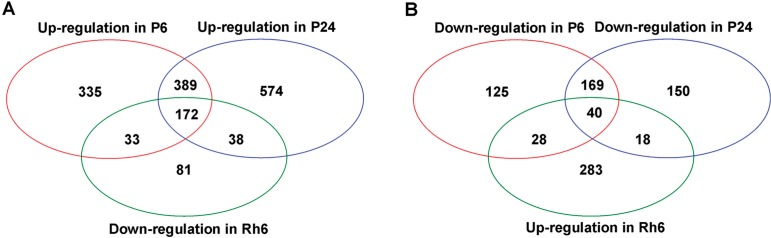
Venn diagrams showing the number of the common and specific DEGs in P-6h, P-24h and Rh-6h. The analysis were based either on genes up regulated in P-6h and P-24h (compared to P-0h) and down regulated in Rh-6h (compared to P-24h) (A), or on genes down regulated in P-6h and P-24h (compared to P-0h) and up regulated in Rh-6h (compared to P-24h) (B).

Efforts were further done to capture the unigenes in particular showing alternative expression patterns under water stress conditions (6h and 24h of PEG treatment) as compared to 6h of rehydration. 

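The up-up-down pattern was met by 168 unigenes. Their median log2 fold change was 2.29 in P-6h against P-0h, 2.22 in P-24h against P-0h and -1.89 in Rh-6h against P-24h. The P-24h library enters the late comparison as the numerator and the rehydration comparison as the denominator. When its reads were divided at random into 2 parts, with a separate part for each comparison, 187 unigenes were up-regulated late and down-regulated on rehydration, against 191 with the same part in both. This too concerns counting noise only, since both parts come from 1 library. Without the edgeR factor the pattern was met by 159 unigenes, with TMM sizes in both steps by 172 and with DESeq2 size factors by 161. The test on unscaled readcounts gave 567, and the edgeR exact test with an assumed coefficient of 0.4 gave 10.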

A total of 172 common genes were identified from the early and late water-stress inducible genes and the rehydration repressed genes, showing an ‘up-up-down’ expression pattern (Fig. 8A and Table L in S1 File). Conversely, among the early and late water-stress repressed genes and the rehydration inducible genes, there were 40 genes in common exhibiting a ‘down-down-up’ pattern (Fig. 8B and Table M in S1 File).

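The down-down-up pattern was met by 39 unigenes, with a median log2 fold change of -2.25 in P-6h, -2.22 in P-24h and 1.95 on rehydration. Relative to P-0h they ended at a median of -0.31 in Rh-6h, and 14 of the 39 lay above P-0h.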

### Functional categorization of DEGs

As an objective means of generalizing the biological functions represented by the significant change in gene expression, the GO category enrichment analysis by using GOseq [46] were preformed with the six datasets of DEGs including the early water-stress inducible and repressed genes, the late water-stress inducible and repressed genes, and the rehydration inducible and repressed genes. As shown in Fig. 9A, for the 730 early water-stress inducible genes with GO annotations, totally 10 GO terms were significantly enriched with a corrected p-value cut-off of 0.05 and clustered into the main categories of biological process and molecular function, but these genes did not reveal significantly enriched groups of genes belonging to any cellular component term. 

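The GO terms were counted as Tables C to E in S1 File list them for each unigene, without adding parent terms. All 929 early inducible unigenes of the paper's list were counted, of which 730 have a GO term. Of these, 113 (15.5%) carry the oxidation-reduction process, and 61 carry oxidoreductase activity itself. With its listed subclasses, oxidoreductase activity was carried by 90. The 113 unigenes had a median log2 fold change of 1.96 in P-6h (quartiles 1.34 to 2.70), 1.53 in P-24h and -0.76 on rehydration. On rehydration 91 of the 113 fell, 42 of them past the threshold.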

The ‘oxidation-reduction process’ comprising of 126 genes was the most dominant group in biological processes, and ‘oxidoreductase activity’ with 125 genes was dominant in molecular functions. In addition, genes associated with ‘chlorophyll catabolic process’, ‘electron transport’, ‘sulfur compound metabolic process’ and ‘pigment catabolic process’ were also enriched within the dataset.

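Electron transport was listed for 37 early inducible unigenes, whose median log2 fold change was 2.03 in P-6h and 1.55 in P-24h. On rehydration 30 of the 37 fell, with a median of -0.73. The sulfur compound metabolic process was listed as such for 2 unigenes, with a median of 1.20 in P-6h.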

**Fig 9:**
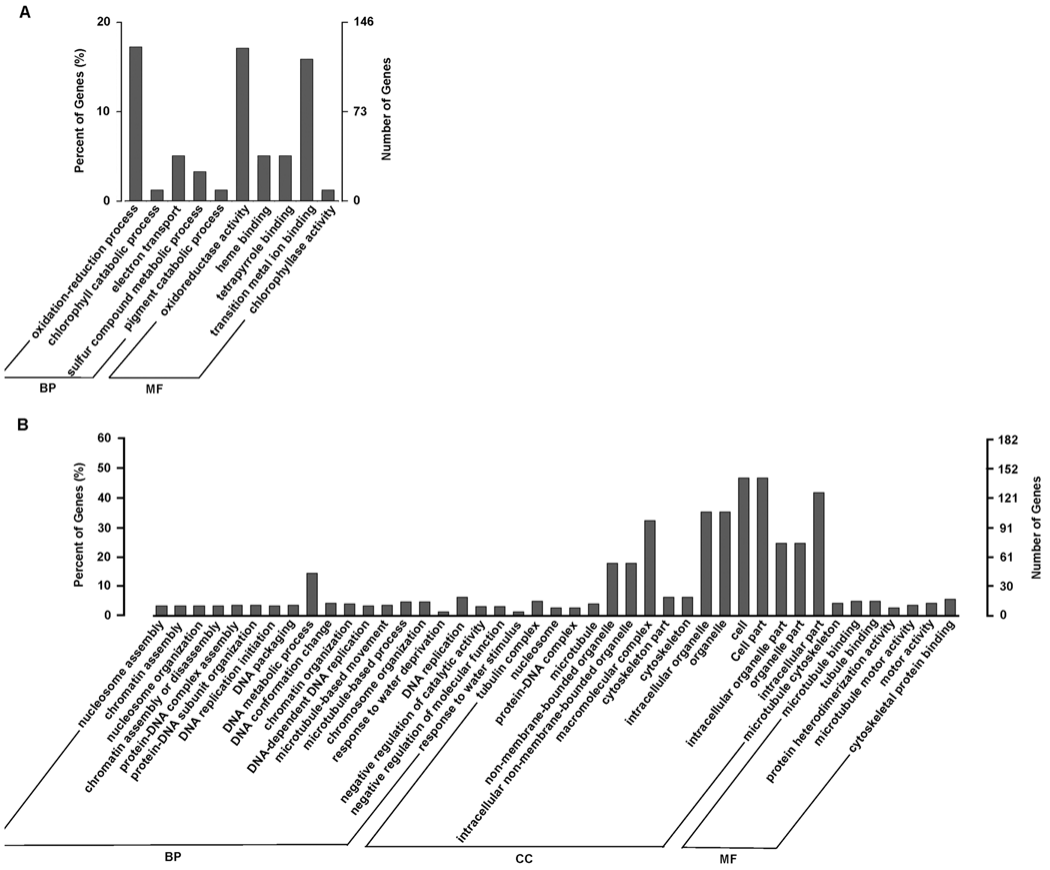
GO categories of biological process (BP), cellular component (CC) and molecular function (MF) for the early water-stress responding genes (P-6h *vs*. P-0h) in *A*. *sparsifolia* primary roots. (A) the early water-stress inducible genes; (B) the early water-stress repressed genes. The right y-axis shows the number of genes in a category, and the left y-axis indicates the percentage of a specific category of genes in that main category.

Likewise, for 936 late water-stress inducible genes with GO annotations, a total of 32 significantly enriched GO terms were also predominantly clustered into biological process and molecular function. The ‘apoplast’ was the unique enriched subcategory under cellular component (Fig. 10A). 

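The late inducible unigenes read here were 1043 unigenes of the paper's list, of which 830 have a GO term. The oxidation-reduction process was listed for 150 of them (18.1%) and oxidoreductase activity for 82, or 119 with its subclasses. The 150 unigenes had a median log2 fold change of 1.94 in P-24h (quartiles 1.502 to 2.48). In P-6h 147 of them were already above P-0h, with a median of 1.41, and 73 were past the threshold there.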

Among the biological processes, the ‘oxidation-reduction process’ with 177 genes remained the dominant group, and a significant number of genes associated with oxidoreductase activity were enriched in terms of molecular function. The additional enriched GO terms under biological process included ‘cell wall biogenesis’, ‘single-organism metabolic process’, ‘electron transport’, ‘peroxidase reaction’, ‘response to oxidative stress’, and ‘glutamine family amino acid metabolic process’.

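In the same part of the late inducible list, electron transport was carried by 42 unigenes (median log2 fold change 1.79 in P-24h) and the peroxidase reaction by 16 (1.58). The response to oxidative stress was also carried by 16. Cell wall biogenesis was carried by 4 unigenes, with a median of 3.59 in P-24h and 2.31 in P-6h. The apoplast was carried by 10 unigenes, with a median of 1.96. These 10 did not fall together on rehydration, when 5 rose and 5 fell, and all 10 were above P-0h in Rh-6h.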

**Fig 10:**
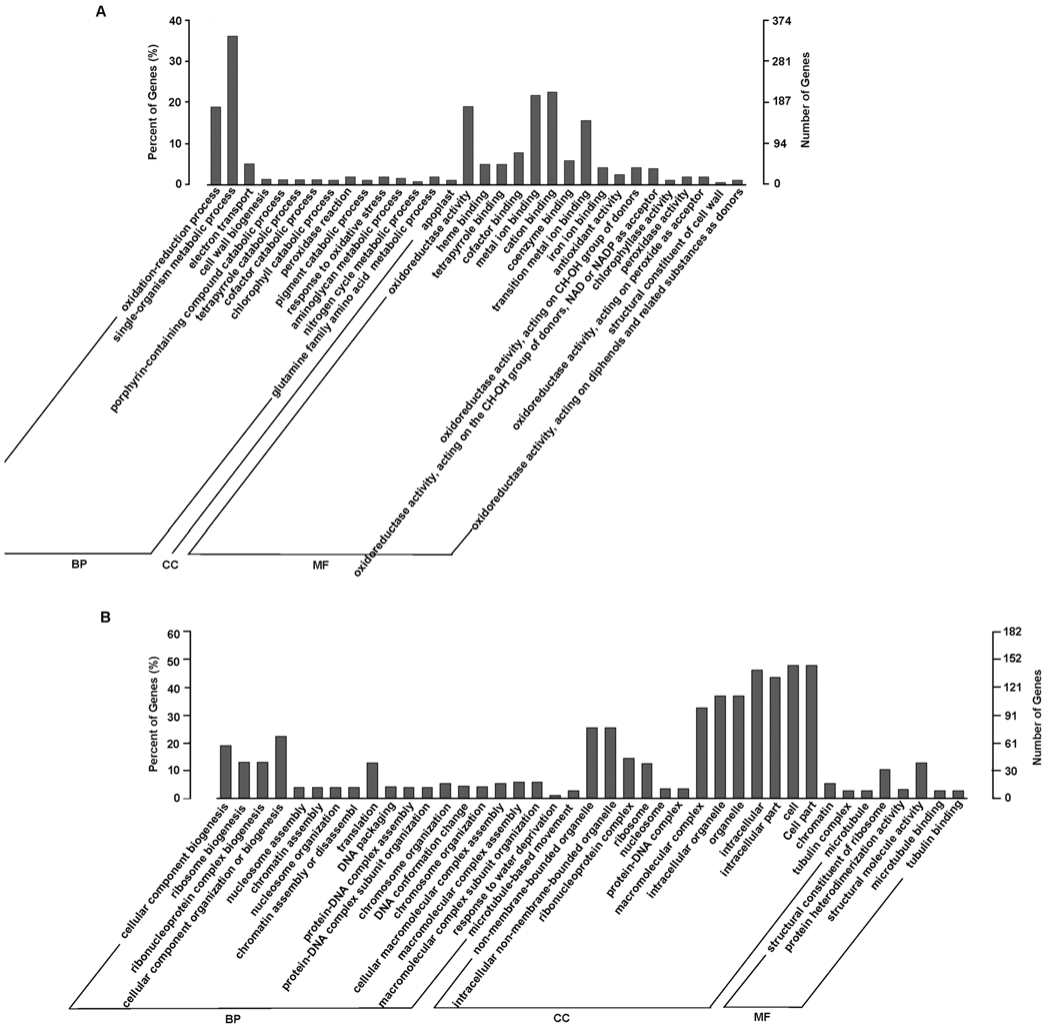
GO categories of biological process (BP), cellular component (CC) and molecular function (MF) for the late water-stress responding genes (P-24h *vs*. P-0h) in *A*. *sparsifolia* primary roots. (A) the late water-stress inducible genes; (B) the late water-stress repressed genes. The right y-axis shows the number of genes in a category, and the left y-axis indicates the percentage of a specific category of genes in that main category.

In contrast to the relative narrow distribution of the early and late water-stress inducible genes in GO category enrichment, the early and late water-stress repressed genes were individually enriched into 43 and 41 GO terms clustered in all of the three main categories (Figs. 9B and 10B), though each of the two datasets had only 303 GO-annotated genes, much fewer than the early and the late water-stress inducible genes with GO annotations. 

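The 353 early repressed unigenes had a median log2 fold change of -1.82 in P-6h (quartiles -2.44 to -1.41) and -1.63 in P-24h. The 367 late repressed unigenes had a median of -1.84 in P-24h (quartiles -2.37 to -1.35) and -1.35 in P-6h. The number of repressed unigenes rose with TMM effective library sizes in both steps to 382 early and 540 late. Without comp21718_c1, a setting chosen after seeing the data, it rose to 586 and 600. It fell to 332 and 266 without the edgeR factor. With the edgeR exact test at an assumed biological coefficient of variation of 0.4 it fell to 26 and 33. Among the early repressed unigenes that Table N in S1 File assigns to DNA replication, the median log2 fold change was -2.26 in P-6h, -1.54 in P-24h and -1.37 in Rh-6h against P-0h, over 8 unigenes. The 11 late repressed unigenes of ribosome biogenesis had medians of -1.76, -1.91 and -1.84. The 3 early repressed unigenes of sesquiterpenoid and triterpenoid biosynthesis did not stay below P-0h, with medians of -2.10, 0.13 and 1.28.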

In particular, a significant number of genes were enriched into a broad range of cellular component terms, with ‘cell’ and ‘cell part’ as the most represented ones. These implied that water stress might repress a broad spectrum of the transcriptome in *A*. *sparsifolia* primary roots.

The rehydration inducible and repressed genes, however, showed a completely reverse pattern in GO category enrichment when compared to the water-stress inducible and repressed genes. As shown in Fig. 11A, for 311 rehydration inducible genes with GO annotations, there were 40 significantly enriched GO terms in all three main categories. 

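Among the 369 rehydration inducible unigenes of the paper's list, 311 have a GO term. The cell wall was listed for 14 of them, with a median log2 fold change of 1.53 between Rh-6h and P-24h. Before rehydration 12 of the 14 lay below P-0h in P-24h (median -0.78), and afterwards 13 lay above it (median 1.21). The apoplast was listed for 10, with a median of 1.53. The peroxidase reaction was listed for 20 unigenes. They rose by a median of 2.24, and 18 of the 20 were then past the threshold above P-0h. The oxidation-reduction process was listed for 62 unigenes, 19.9% of the 311, with a median of 1.76.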

The ‘single-organism metabolic process’ with 121 genes were dominant in biological process, a high percentage (68.17%) of genes were categorized into ‘catalytic activity’ under molecular function, and ‘external encapsulating structure’ with 15 genes, ‘cell wall’ with 14 genes and ‘apoplast’ with 10 genes were of the three enriched cellular_component terms. For 254 rehydration repressed genes with GO annotations, however, only 16 GO terms were significantly enriched and clustered into biological process and molecular function (Fig. 11B). 

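Among the 324 rehydration repressed unigenes of the paper's list, 254 have a GO term. The oxidation-reduction process was listed for 55 of them (21.7%), and oxidoreductase activity for 30, or 44 with its subclasses. The 55 unigenes had a median log2 fold change of -1.71 between Rh-6h and P-24h (quartiles -2.43 to -1.40). Before that they had risen, with a median of 1.88 in P-6h and 1.80 in P-24h, and 42 of the 55 were past the threshold in the early comparison. In Rh-6h they lay at a median of -0.36 against P-0h.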

Among them, ‘oxidation-reduction process’ with 62 genes in biological process and ‘oxidoreductase activity’ with 59 genes in molecular function were dominant.

**Fig 11:**
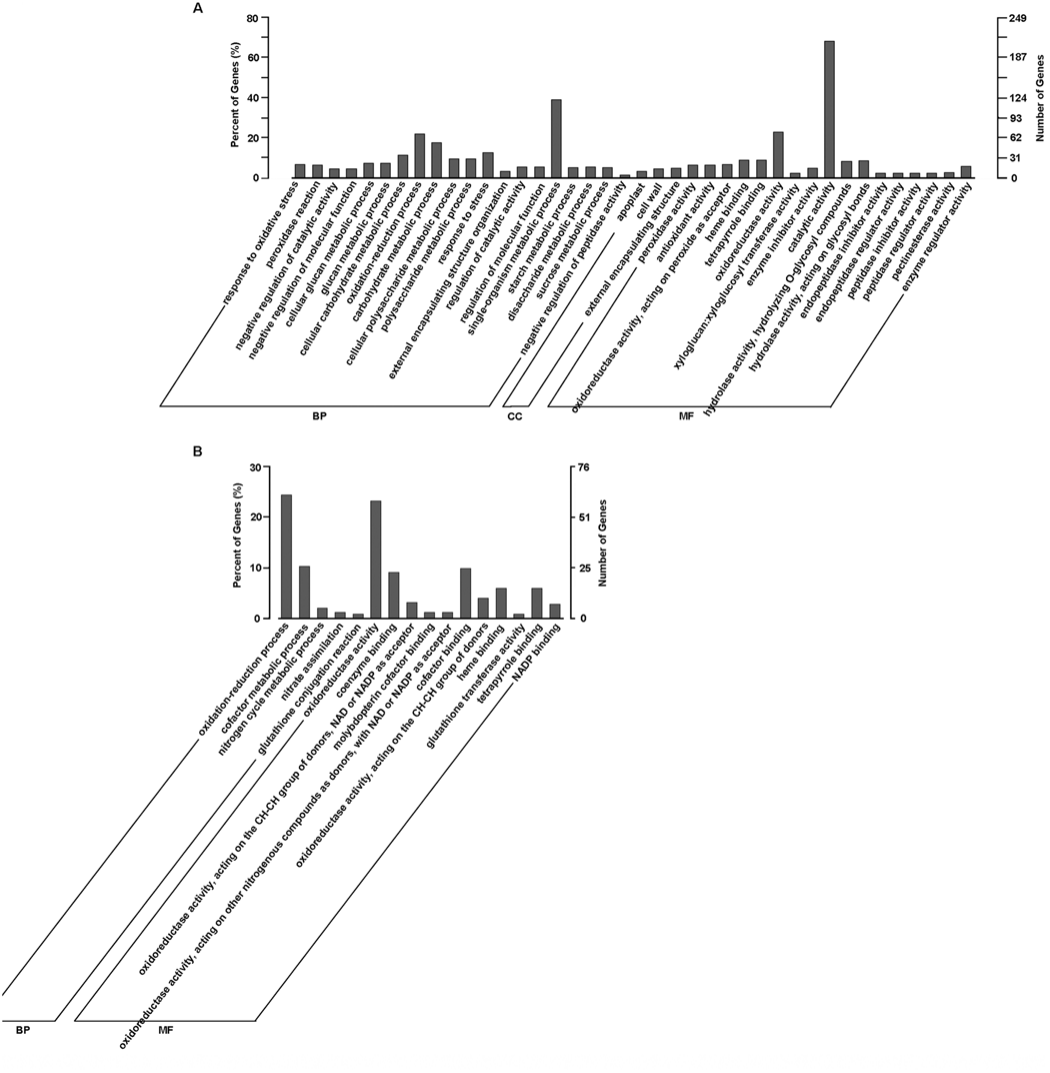
GO categories of biological process (BP), cellular component (CC) and molecular function (MF) for the rehydration responding genes (Rh-6h *vs*. P-24h) in *A*. *sparsifolia* primary roots. (A) the rehydration inducible genes; (B) the rehydration repressed genes. The right y-axis shows the number of genes in a category, and the left y-axis indicates the percentage of a specific category of genes in that main category.

To ascertain the biological pathways that are active in *A*. *sparsifolia* primary roots during water stress and subsequent rehydration, the identified DGEs were further mapped to reference canonical pathways in KEGG database with KOBAS [47], and compared these with the whole transcriptome background, with a view of searching the significantly enriched metabolic or signal transduction pathways. Numbers of KEGG pathways were individually determined on the early water-stress inducible and repressed genes, the late water-stress inducible and repressed genes, and the rehydration inducible and repressed genes, and the significant ones were further filtered with a corrected p-value cut-off of 0.05 (Table N in S1 File). 

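Table N in S1 File assigns to glutathione metabolism 14 early inducible, 16 late inducible and 8 rehydration repressed unigenes, and all of them passed the threshold here in the same direction. They were taken from the paper's lists of differentially expressed unigenes and the same readcounts, so their passing is no separate evidence. Over all its lists the table has 22 of the 71 unigenes annotated to the pathway, and some moved the other way. Unigenes of the pathway outside these lists were not examined. Of the 22, 4 lay below P-0h in P-6h and 3 in P-24h (2 and 1 past the threshold), and 7 rose on rehydration, 2 of them past the threshold. The 14 early unigenes had a median log2 fold change of 1.79 in P-6h, 1.52 in P-24h and -1.10 on rehydration. The 16 late ones had a median of 1.37 in P-6h, 1.58 in P-24h and -0.86 on rehydration, when 4 of them rose. Under the edgeR exact test with an assumed biological coefficient of variation of 0.2, 8 of the early, 9 of the late and 4 of the rehydration unigenes passed. With a coefficient of 0.4 none did.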

As a result, the ‘Glutathione metabolism pathway’ was identified as the most significant KEGG pathway from the early water-stress inducible genes, the late water-stress inducible genes as well as the rehydration repressed genes. Notably, this was the only significantly enriched pathway in both the early water-stress inducible genes and the rehydration repressed genes. Moreover, within the ‘Glutathione metabolism pathway’, there were five associated genes, including glutathione *S*-transferase (GST), glucose-6-phosphate dehydrogenase (G6PDH), 6-phosphogluconate dehydrogenase (6PGD), L-ascorbate peroxidase and spermidine synthase, which were represented by eight unigenes with the ‘up-up-down’ expression pattern, suggesting their dynamic expression pattern in the course of the water stress and the following rehydration. 

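Of glutathione metabolism, 8 unigenes fell past the threshold on rehydration. They are 3 glutathione S-transferases, the dehydrogenases G6PDH and 6PGD, 2 ascorbate peroxidases and a spermine or spermidine synthase. The 6PGD unigene comp28717_c0 (2315 bp) had 13127 readcounts in P-0h, 129874 in P-6h, 91150 in P-24h and 10833 in Rh-6h, with log2 fold changes of 2.35 early, 1.97 late and -3.41 on rehydration (counting error 0.01 each). The G6PDH unigene comp29277_c0 (2395 bp) changed by 1.88, 1.80 and -3.17. Both ended below P-0h, at -1.44 and -1.36 on the log2 scale in Rh-6h. The glutathione S-transferase unigenes changed by 3.42, 2.95 and -1.77 (comp10704_c0), by 3.15, 3.96 and -1.53 (comp19834_c0, 272 bp) and by 1.40, 1.35 and -1.54 (comp19387_c0). The synthase comp26002_c0 changed by 1.71, 2.20 and -2.03. The peroxisomal ascorbate peroxidase comp32248_c0 changed by 1.34, 1.38 and -1.01, and its fall was -0.99 with DESeq2 size factors and -0.80 without the edgeR factor. The cytosolic ascorbate peroxidase comp17139_c0 changed by 1.02, 0.57 and -1.19. Its late change did not pass the threshold, so that 7 of the 8 unigenes met the up-up-down pattern.

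**Figure D2:**
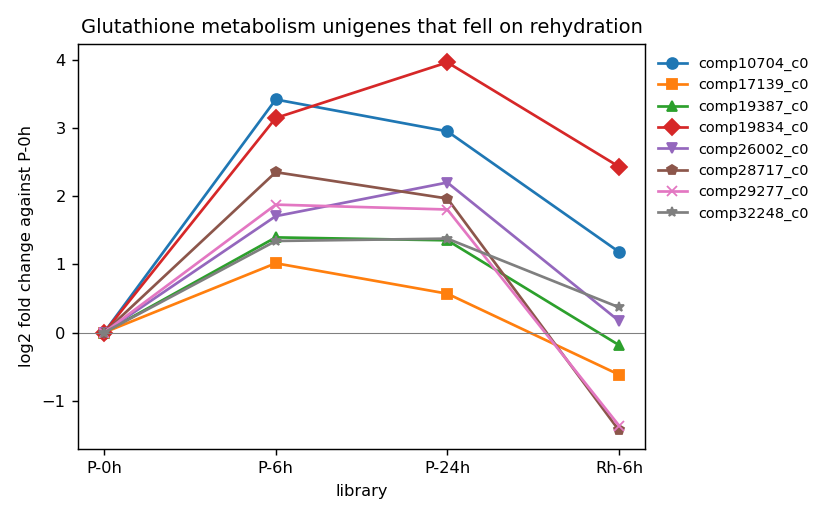
Log2 fold change against P-0h (y axis) of the 8 glutathione metabolism unigenes in each of the 4 libraries (x axis, 1 per condition), with a line per unigene. All 8 lie above 0 in P-6h and P-24h and fall to between -1.44 and 2.43 in Rh-6h.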

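The late inducible unigenes that Table N in S1 File lists for metabolism of xenobiotics by cytochrome P450 number 10, and the same 10 are listed for drug metabolism. They had a median log2 fold change of 1.27 in P-6h, 1.78 in P-24h and -0.59 on rehydration, and 1.66 in Rh-6h against P-0h. Most of them are glutathione S-transferases that are also counted under glutathione metabolism. These are comp10704_c0, comp14990_c0, comp18607_c0, comp19387_c0, comp19834_c0, comp20186_c0 and comp30150_c0. The 3 pathways are thus not separate evidence. The 11 unigenes of alanine, aspartate and glutamate metabolism had a median of 1.15 in P-6h and 2.86 in P-24h.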

Besides the ‘Glutathione metabolism pathway’, four additional pathway, such as ‘Metabolism of xenobiotics by cytochrome P450’, ‘Drug metabolism-cytochrome P450’, ‘Alanine, aspartate and glutamate metabolism’ and ‘Microbial metabolism in diverse environments’, were also significantly enriched from the late water-stress inducible genes, suggesting the complexity of the biological pathways changes under long-term water stress.

### Validation of DEGs with qRT-PCR

To validate the differential expression data revealed by RNA-Seq, the RT-qPCR assay was performed on 10 unigenes which demonstrate the ‘up-up-down’ expression pattern in the course of 24h of water stress following 6h of rehydration (Table N in S1 File). The selected unigenes, with the exception of the ones encoding uncharacterized or hypothetical proteins, were annotated with sulfate transporter, inorganic phosphate transporter 1–4, 6PGD, G6PDH, GST, nitrate reductase 1 and auxin induced protein, respectively. 

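The unigenes tested by RT-qPCR were identified in the readcounts by the numbers in Fig. 12. In P-0h, 5 of the 10 had fewer than 10 readcounts and 2 of these had 0, so that their fold changes against P-0h rest on few reads. For the 2 with 0, the adjusted value of 0.5 put in its place exceeds that of the unigenes with 1.00 or 4.00 readcounts. Their fold changes cannot be ranked against those of the other unigenes. The sulfate transporter comp20307_c0 had 1.00 readcount in P-0h, 764.0 in P-6h, 279.0 in P-24h and 10.00 in Rh-6h. Its fall on rehydration, -5.13 on the log2 scale, lay just outside the q-value threshold (q = 0.00500). The inorganic phosphate transporter comp12927_c0 (457 bp) had 6.00, 329.0, 547.0 and 71.00. Its early change of 4.82 on the log2 scale did not pass the q-value threshold (q = 0.00770). The longer unigene comp12927_c1 (1674 bp) of the same assembled component has the same description, with 58.00, 2629, 3240 and 418.3 readcounts, and met the up-up-down pattern. The nitrate reductase comp28951_c0 had 39.00, 2419, 4340 and 68.00 readcounts, and the auxin-induced protein comp24019_c0 had 16.01, 519.9, 609.8 and 104.0. Without a protein name in NR or Swiss-Prot were comp25661_c0, comp24333_c0 and comp12977_c0, with 4.00, 0.00 and 0.00 readcounts in P-0h and 2564, 1376 and 804.0 in P-6h.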

As shown in Fig. 12, all tested transcripts showed similar expression patterns to those from high-throughput RNA sequencing, suggesting a strong correlation. Hence, the RNA-Seq data were considerably reliable for identification of DEGs in this study.

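In the RNA-Seq readcounts, the log2 fold changes of the 10 unigenes lay between 1.88 and 8.62 in P-6h against P-0h, between 1.80 and 8.12 in P-24h against P-0h, and between -6.33 and -1.63 in Rh-6h against P-24h. From P-6h to P-24h, 5 of the 10 rose further and 5 fell. The falls were -1.34 on the log2 scale for comp20307_c0 (counting error 0.10), -0.48 for comp10704_c0, -0.40 for comp28717_c0, -0.27 for comp25661_c0 and -0.09 for comp29277_c0. The last 2 depended on the scaling. Without the edgeR factor, or with log2 of FPKM + 1, both unigenes rose, and 3 of the 10 fell. With TMM sizes in both steps or with DESeq2 size factors, 5 of the 10 fell. With DESeq2 size factors the changes were -0.31 for comp25661_c0 and -0.13 for comp29277_c0. These settings were applied to this comparison after seeing the data.

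**Figure D3:**
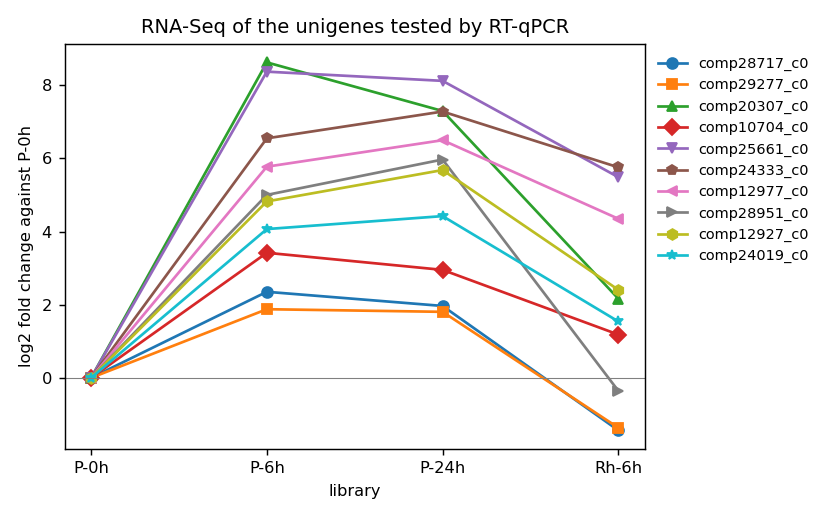
Log2 fold change against P-0h (y axis) from the RNA-Seq readcounts of the 10 unigenes of Fig. 12, with a line per unigene and 1 library per condition (x axis). All 10 are above 0 in P-6h and P-24h and lower in Rh-6h, where they range from -1.44 to 5.76. For 2 of them P-0h had 0 readcounts, replaced by an adjusted value of 0.5.

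The RT-qPCR values in Fig. 12 are the paper's means of 3 replicates, and the RNA-Seq values have no replicate.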

**Fig 12:**
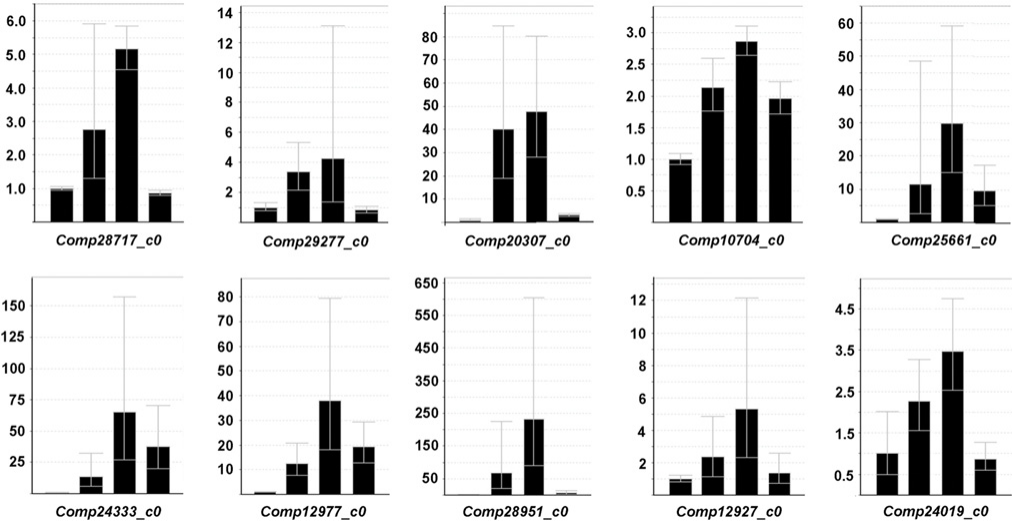
Validation of the DEGs by RT-qPCR. The relative expression levels of ten unigenes, which exhibited the ‘up-up-down’ expression pattern in the course of 24h of water stress following 6h of rehydration, were calculated with the 2^–ΔΔCT^ method. The *actin* gene was used as an internal control. For each tested unigene, the columns from left to right represented its relative expressive levels in P-0h, P-6h, P-24h and Rh-6h, respectively. Error bars indicated the standard deviation of the mean expression values.

## Discussion

*A*. *sparsifolia* is an ecologically important woody plant species occurring across the desert ecosystems of Mid-Asia, and exhibits substantial tolerance under extreme drought stress conditions [31,32]. However, as a non-model plant species, the genomic resource of *A*. *sparsifolia* is rather scarce, only one expressed sequence tag (EST) and one protein have been deposited in Genbank prior to Jan., 2015. Understanding of the molecular mechanism underlying the drought tolerance of *A*. *sparsifolia* is greatly impeded and delayed. In the current study, we first report the transcriptomic analyses conducted on primary roots of *A*. *sparsifolia*, and identify numbers of DEGs responding to the early water stress, the late water stress as well as the immediate rehydration after water stress, thereby offering an opportunity to view the sequence resources of *A*. *sparsifolia*, and in particular the dynamic profile of gene expression in its primary roots under water stress.

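The oxidation-reduction process was listed for 113 of the 730 early inducible unigenes with a GO term and for 150 of the 830 late inducible ones that were read here, 15.5% and 18.1%. Both shares are counts of listed terms without parent terms.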

On the basis of GO category enrichment analysis of the DEGs, we observed that the ‘oxidation-reduction process’ present as a dominant term in both the early water-stress inducible genes and the late water-stress inducible genes. Given the essential role of the oxidoreductase system in stress response [49,50], it was not surprising that the unigenes associated with the oxidoreductase system were significantly induced upon water deficit in primary roots of *A*. *sparsifolia*. Interestingly, the ‘oxidation-reduction process’ remained dominant in the group of the rehydration repressed genes, suggesting that the active oxidoreductase system under water stress could be down regulated once under the well watered conditions. Nevertheless, the data together conclusively demonstrated the prime importance of the oxidoreductase system in primary roots of *A*. *sparsifolia* in response to water stress. In addition, consistent with the previous finding that sulfur is one of crucial factors determining abiotic stress tolerance in plant [51,52], in this study, 24 unigenes associated with ‘sulfur compound metabolic process’ were enriched from the early water-stress inducible genes, suggesting their critical role in the early response to water stress in *A*. *sparsifolia* primary roots. 

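The 113 oxidation-reduction unigenes induced early had a median log2 fold change of -0.76 between Rh-6h and P-24h. Among 10000 random lists of early inducible unigenes of the same size, matched on mean expression, this median lay at the 3.54 percentile (median of the lists -0.62). Against lists drawn from all expressed unigenes it lay at percentile 0.00 (median of the lists -0.20). The percentiles describe these libraries. The rehydration comparison shares no library with the early comparison. The oxidation-reduction process was also listed for 62 of the 311 rehydration inducible unigenes with a GO term, 19.9%, against 55 of the 254 rehydration repressed ones, 21.7%. From its dominance among the repressed unigenes, the paper proposes that the oxidoreductase system active under water stress could be down-regulated once water is supplied.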

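Of the early inducible unigenes, 2 list the sulfur compound metabolic process itself. Their median log2 fold change was 1.20 in P-6h, 0.74 in P-24h and -1.39 on rehydration. The sulfate transporter comp20307_c0 rose from 1.00 to 764.0 readcounts in P-6h (log2 fold change 8.62, counting error 1.44).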

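Cell wall biogenesis was listed for 4 late inducible unigenes in the part of the list read here, with a median log2 fold change of 3.59 in P-24h (quartiles 2.90 to 4.72). On rehydration 3 of the 4 rose further, and in Rh-6h their median against P-0h was 4.30.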

GO analysis also showed a strong enrichment of 12 unigenes associated with ‘cell wall biogenesis’ in the late water-stress inducible genes. This implied the occurrence of cell wall remodeling in *A*. *sparsifolia* primary roots upon water stress, providing further evidence that maintenance of cell wall integrity is essential for stress response [53,54].

A particular interest was also given to the DEGs whose expression alternatively switched between induction and repression depending on water deficit or well watered conditions. We identified 172 unigenes, the expression of which was significantly up regulated at the early and late stages of water stress but repressed under the rehydration. This specific ‘up-up-down’ expression pattern strongly suggested their implication on positive regulation of the water stress response. 

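The 168 unigenes with the up-up-down pattern did not all return to the untreated level within 6 h of rehydration. Their median log2 fold change in Rh-6h against P-0h was 0.44 (quartiles -0.15 to 1.20). Above P-0h lay 113 of them, 31 past the threshold, and 4 were past the threshold below it. The 1149 late up-regulated unigenes as a whole had a median of -0.57 on rehydration and of 1.20 in Rh-6h against P-0h.

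**Figure D4:**
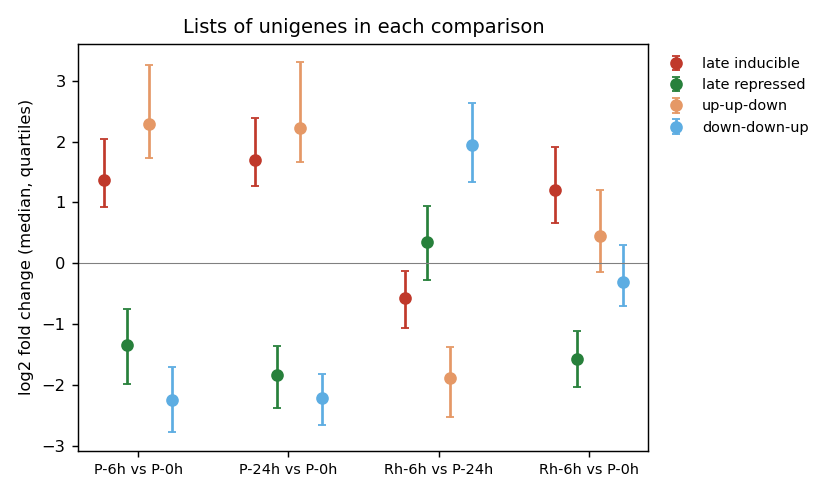
Median log2 fold change (points) with quartiles (bars) of 4 lists of unigenes (y axis) in each comparison of 2 libraries (x axis). The late inducible unigenes stay at a median of 1.20 in Rh-6h against P-0h, and the up-up-down unigenes are at 0.44.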

Within this dataset, many unigenes were homologs of those have been well documented to function in biotic/abiotic stress tolerance in plants [7,55–59], such as heat shock protein, late embryogenesis abundant protein, cytochrome P450, dehydrin, transcription factors (NAC family members, bZIP, ethylene-responsive factor and zinc finger protein), and hormone-related protein (9-cis-epoxycarotenoid dioxygenase and auxin-induced protein). In contrast, 40 unigenes were characterized to be repressed across the early and late stages of water stress but up regulated under the rehydration. *as per* NR and GO annotation, the genes within this dataset included proline dehydrogenase, serine/threonine protein kinase, MYB transcription factor, xyloglucan:xyloglucosyl transferase and pectinesterase. 

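For each class, the member of Table L in S1 File with the largest late change is given, with its log2 fold changes in the early, late and rehydration comparisons. The heat shock protein comp12706_c0 changed by 4.69, 4.78 and -2.38, and the late embryogenesis abundant protein comp16086_c0 by 2.92, 4.17 and -2.58. The cytochrome P450 comp20768_c0 changed by 3.79, 4.84 and -1.73, and stayed 3.11 above P-0h in Rh-6h. The dehydrin comp10744_c0, with 3896 readcounts in P-0h, changed by 1.37, 1.76 and -1.01, and its fall was -0.99 with DESeq2 size factors and -0.80 without the edgeR factor. Among the transcription factors, NAC comp21146_c1 changed by 2.18, 2.28 and -1.57 (q = 0.00521 on rehydration, outside the threshold), bZIP comp21873_c0 by 1.21, 1.15 and -1.30, the ethylene-responsive coactivator comp24600_c0 by 3.23, 2.45 and -2.92, and the zinc finger protein comp17422_c0 by 6.28, 5.31 and -5.02. The zinc finger unigene went from 34.00 readcounts in P-0h to 5122 in P-6h, 2396 in P-24h and 93.12 in Rh-6h. The 9-cis-epoxycarotenoid dioxygenase comp34842_c0 changed by 2.66, 2.01 and -3.73 and ended at -1.72 against P-0h. The auxin-induced protein comp24019_c0 changed by 4.07, 4.42 and -2.88.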

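The members of Table M in S1 File with the largest late change were again taken for each class. The MYB transcription factor comp11216_c0 had 570.0 readcounts in P-0h, 86.00 in P-6h, 55.00 in P-24h and 607.0 in Rh-6h, with log2 fold changes of -3.68, -4.20 and 3.13 (counting errors 0.17, 0.20 and 0.20). The xyloglucan endotransglucosylase comp27190_c1 changed by -1.63, -1.88 and 1.55. The pectinesterase comp29565_c0 changed by -1.67, -1.48 and 2.52, and ended 1.05 above P-0h. No unigene of the table has serine/threonine protein kinase in its NR or Swiss-Prot description or in a GO term listed for it, while the same search of GO terms found 1 unigene in Table L.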

Regarding their unique expression pattern of ‘down-down-up’, these unigenes should represent the negative regulators of the water stress response in *A*. *sparsifolia* primary roots. In fact, proline dehydrogenase, as the first and rate-limiting enzyme of proline degradation, has been known to be repressed under water deficit but induced under hypoosmolarity [60,61]. 

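The proline dehydrogenase unigene comp29210_c0 (1792 bp) had 823.0 readcounts in P-0h, 184.0 in P-6h, 198.1 in P-24h and 3637 in Rh-6h. Its log2 fold change was -3.12 in P-6h and -2.88 in P-24h against P-0h (counting errors 0.12 and 0.11), and 3.87 in Rh-6h against P-24h (counting error 0.11). In Rh-6h it lay 0.99 above P-0h on the log2 scale.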

Additionally, the MYB transcription factors with necessary roles in negative regulation of abiotic stress response were also characterized [62–64].

As far as is known that glutathione is a major substrate in antioxidative defense mechanisms by quenching reactive oxygen species, eliminating peroxides and scavenging free radicals [65–67]. The enhancement of glutathione metabolism in response to water stress has been reported in many plant species, such as Arabidopsis [68], chickpea [22], *Gossypium herbaceum* [24] and poplar [29]. In this study, KEGG pathway enrichment analysis of DEGs revealed that the ‘Glutathione metabolism pathway’ was of the most significant pathway associated with not just the early and the late water-stress inducible genes but also the rehydration repressed genes. This clearly disclosed that regulation of this pathway in *A*. *sparsifolia* primary roots seriously depended on the water supply conditions, indicating significance of the glutathione metabolism in *A*. *sparsifolia* primary roots against water stress.

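The 14 glutathione metabolism unigenes induced early had a median log2 fold change of -1.10 between Rh-6h and P-24h, and 13 of the 14 fell. Among 10000 random lists of 14 early inducible unigenes matched on mean expression, this median lay at the 3.84 percentile (95% of the lists between -1.16 and -0.24). Against lists from all expressed unigenes it lay at percentile 0.00. In Rh-6h, 6 of the 14 were still past the threshold above P-0h. From the enrichment of this pathway among the early and late inducible and the rehydration repressed unigenes, the paper concludes that its regulation depends on the water supply.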

It was worthy to emphasize that GST, G6PDH, 6PGD, L-ascorbate peroxidase and spermidine synthase, the five genes associated with the ‘Glutathione metabolism pathway’ showed the expression pattern of ‘up-up-down’. As reported previously, GST is one of the most important catalytic enzymes that utilize glutathione to function in the stress tolerance mechanisms of plant [69], and G6PDH and 6PGD, as two kinds of dehydrogenase, are responsible for reduction of NADP+ to NADPH [70], thereby playing critical roles in glutathione maintenance under stress conditions [71]. In addition, spermidine synthase is known to be a key enzyme in biosynthesis of spermidine, a kind of polyamines that have been implicated in stress tolerance by ROI scavenging and membrane protection [72], but recent progress showed that the polyamine spermidine can also conjugate with glutathione to form the antioxidant metabolite trypanothione [N(1),N(8)-bis(glutathionyl)spermidine] against chemical and oxidant stress [73,74]. Likewise, L-ascorbate peroxidase does not directly utilize glutathione as substrate but has a central role to maintain the ascorbate/glutathione cycle, wherein ascorbate is coupled with glutathione, and thus more effectively regulates the cellular H_2_O_2_ metabolism [75]. Along with these previous observations, the data in this study indicated that the five aforementioned genes might act as gene switches functioning synergistically to regulate the glutathione metabolism in *A*. *sparsifolia* primary roots depending on water conditions.

## Conclusions

This report represents the first application of Illumina sequencing technology for transcriptome studies in primary roots of *A*. *sparsifolia*, a typical desert plant with extreme drought tolerance. A total of 33,255 unigenes were generated with a depth of 21.04 gigabase pairs, and 24,639 unigenes were functionally annotated with NR database. Based on this transcriptome database, we further explored the gene expression profiles in *A*. *sparsifolia* primary roots during 24h of water stress following 6h of rehydration, and defined numbers of unigenes specifically responding to water stress. The subsequent functional enrichment disclosed a large number of water-stress related genes associated with oxidoreductase system, and in particular highlighted the impact of glutathione metabolism on water stress, thus providing potential targets for candidate gene selection in improving the water stress tolerance of plants.

## Supporting Information

S1 File The file includes Table A, Table B, Table C, Table D, Table E, Table F, Table G, Table H, Table I, Table J, Table K, Table L, Table M and Table N. Table A in S1 File. Primers used in the RT-qPCR assay. Table B in S1 File. Statistics of unigenes in different expression-level interval. Table C in S1 File. Differentially expressed genes between P-6h and the untreated primary roots P-0h (early water-stress inducible and repressed genes). 

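In Table C and the corresponding Tables D and E, the readcount columns hold adjusted values, not the RSEM readcounts. They are the readcounts scaled to 1000000 per library and divided by the edgeR factor of the pair of libraries, and the log2 fold change is the ratio of those columns. A value of 0 is replaced by 0.5 before the ratio is taken. A unigene has a different adjusted readcount for P-24h in the late and the rehydration comparisons, because the factor belongs to the pair.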

The significance of gene expression difference between samples was identified by using *q*-value<0.005 and the absolute value of log2 (foldchange)>1 as the threshold. Table D in S1 File. Differentially expressed genes between P-24h and the untreated primary roots P-0h (late water-stress inducible and repressed genes). The significance of gene expression difference between samples was identified by using *q*-value<0.005 and the absolute value of log2 (foldchange)>1 as the threshold. Table E in S1 File. Differentially expressed genes between Rh-6h and P-24h (rehydration inducible and repressed genes). The significance of gene expression difference between samples was identified by using *q*-value<0.005 and the absolute value of log2 (foldchange)>1 as the threshold. Table F in S1 File. Common genes between the early and late water-stress inducible genes. Table G in S1 File. Common genes between the early and late water-stress repressed genes. Table H in S1 File. Genes exclusively expressed as the early inducible genes. 

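A unigene in Table H passed the threshold in P-6h and not in P-24h, both against P-0h. The table gives no test between P-24h and P-6h. Of the 361 such unigenes here, 75 were lower in P-24h than in P-6h past the threshold when these 2 libraries were compared.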

Table I in S1 File. Genes exclusively expressed as the late water-stress inducible genes. Table J in S1 File. Genes exclusively expressed as the early water-stress repressed genes. Table K in S1 File. Genes exclusively expressed as the late water-stress repressed genes. Table L in S1 File. Genes showed ‘up-up-down’ expression pattern in the course of 24h of PEG-treatment following 6h of rehydration. 

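A unigene enters Table L when it passed the threshold in 3 comparisons, up in P-6h and in P-24h against P-0h and down in Rh-6h against P-24h. It need not have returned to its P-0h level.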

Table M in S1 File. Genes showed ‘down-down-up’ expression pattern in the course of 24h of PEG-treatment following 6h of rehydration. Table N in S1 File. The significant KEGG pathways enriched from the early and late water-stress inducible genes (P-6h *vs*. P-0h) the early and late water-stress repressed genes (P-24h *vs*. P-0h), the rehydration inducible and repressed genes (Rh-6h *vs*. P-24h). 

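For each pathway, Table N gives the number of unigenes of the list and of all annotated unigenes assigned to it. The unigenes assigned to glutathione metabolism over all lists number 22, against 71 among all annotated unigenes.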

The corrected p-value cut-off of 0.05 was set as the threshold, and only the enriched pathways with p-value less than 0.05 were shown.
(ZIP) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

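The analysis began from the processed values deposited for 4 libraries, 1 per condition, over 33255 unigenes. The authors filtered the paired-end reads, assembled the pooled clean reads with Trinity, kept the longest transcript of each component as a unigene, and mapped the clean reads of each library back with RSEM. The deposited readcount is an expected count, that is, the number of fragments RSEM estimated for each unigene, without normalization. The deposited FPKM is the authors' conversion of it to fragments per kilobase of unigene and 1000000 mapped fragments. No reference genome was used.

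The readcounts summed to 15621257 in P-0h, 28586278 in P-6h, 21056637 in P-24h and 22932638 in Rh-6h. Between 14.8% and 21.6% of the readcounts were not whole. They were rounded to whole numbers for the DESeq2 size factors, the edgeR exact test and the random thinning, and used unrounded elsewhere.

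For each comparison, edgeR 4.0.16 gave a TMM factor for the pair of libraries, and the readcounts were scaled to 1000000 per library and divided by it. Adjusted values of 0 were set to 0.5 on this scale for the log2 fold change. The MA-plot test with a random sampling model, as in DEGseq, was written in R 4.3.3 and applied to the adjusted readcounts of all unigenes with a read in either library, with its centre at the ratio of the library totals. P-values were turned into Storey q-values. The thresholds were a q-value under 0.005 and an absolute log2 fold change above 1. The test compares the reads of 2 libraries. It was first run on simulated libraries, with and without changed unigenes.

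Alternatives were no edgeR factor, TMM or DESeq2 1.42.0 sizes in both the fold change and the centre, unscaled readcounts, the edgeR exact test with assumed biological coefficients of variation of 0.2 and 0.4, the Benjamini-Hochberg adjustment, a minimum of 10 readcounts, and libraries thinned to the smallest total. For the FPKM classes they were TPM, FPKM divided by the TMM factor, unigenes expressed in all 4 libraries, and thinned libraries. Chosen after seeing the data were the narrower tested set, leaving out comp21718_c1, TMM sizes on unscaled readcounts, and all 33255 unigenes as the denominator.

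The unigenes named are the 10 of Fig. 12 and the 8 glutathione metabolism unigenes that fell past the threshold on rehydration. For each protein class the Discussion names, the member of Table L or M in S1 File with the largest late change was added. Added for each comparison were the 2 up- and 2 down-regulated unigenes with the largest change, given at least 10 readcounts in both libraries. A piece of the same assembled component is given beside comp12927_c0, comp28951_c1 and comp21718_c1, and not beside the other named unigenes. Lists were compared with 10000 random lists of the same size, matched on mean expression in 10 bins. GO terms and pathway members were read from S1 File. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1 were used, with random seed 1.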

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

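All tests in this part were chosen only after the result was seen.

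The methods of the paper list a comparison of Rh-6h with P-0h, and its text reports no result of it. In that comparison, 1095 unigenes were up-regulated and 365 down-regulated past the threshold, against 0 in simulated libraries of the other 3 comparisons that differed by counting error only. With an assumed coefficient of variation of 0.4 those simulated libraries gave 945, 1018 and 1224, and with the exact test at that coefficient 84 unigenes passed between Rh-6h and P-0h. Of the 1149 late up-regulated unigenes, 562 (48.9%) were still past the threshold in Rh-6h, and of the 367 late down-regulated ones, 195 (53.1%). The number past the threshold, 1460, was 1481 without comp21718_c1, 1447 with libraries thinned to the same total, and 1342 with TMM sizes in both steps. The first and last of these settings changed the numbers in each direction more than the total. Without comp21718_c1 there were 889 up and 592 down, and with TMM sizes in both steps 698 up and 644 down. The original test uses readcounts scaled to the same size, so that thinning changes little in it, and the test on unscaled readcounts gave 5462. The number thus depends on the scale of the test, and its split between up and down on the scaling of the libraries. The alternatives used here were set before the data were examined, except leaving out comp21718_c1. Their use as tests was chosen afterwards. Seedling age differs as well. The Rh-6h seedlings were sampled 30 h after those of P-0h, and no untreated seedlings of that age were sequenced. Between P-24h and P-6h, both under PEG and 18 h apart, 417 unigenes passed the threshold, which does not separate age from time in PEG. An incomplete return 6 h after rehydration may explain the difference, but it cannot be told apart from age or from variation between libraries.

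The unigene comp21718_c1 held 24.8% of the P-0h readcounts and 0.465% of those in Rh-6h, and the paper does not discuss it. The other piece of its component, comp21718_c0, fell in the same direction (-3.17 on the log2 scale in P-24h and -5.92 in Rh-6h against P-0h). The GC content of the clean reads in Table 1 of the paper, averaged over both read ends, was compared with the share of this unigene in the clean reads. That share was 20.0% in P-0h, 3.89% in P-6h, 0.688% in P-24h and 0.390% in Rh-6h. If the reads of this unigene had a GC content fixed by the P-0h and P-24h values, 64.6%, the P-6h reads would have 47.36% GC (47.4% when rounded), and the paper's value is 47.43%. For Rh-6h the same values give 46.74%, and the paper's value is 46.595%. No error of these GC values is known by which either prediction could be called met or missed. Reads of high GC content in the library are a candidate explanation of the share, and an error of read assignment is not excluded. Whether they come from the root, from ribosomal RNA left in the library or from another organism was not tested, and with 1 library per condition a property of the P-0h library cannot be told apart from a response to PEG.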

How the results depend on the processing

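The tests named in this part were all chosen only after the results were seen. The alternatives were chosen before the data were examined, except the narrower tested set, leaving out comp21718_c1, TMM sizes on unscaled readcounts, all 33255 unigenes as the denominator and the settings for Fig. 12 from P-6h to P-24h, which were chosen after seeing the data. No paired analysis was possible because each condition has 1 library. For the changes listed here the cause was not tested, unless a value shows it.

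With the Benjamini-Hochberg adjustment, a minimum of 10 readcounts in the test, thinned libraries and the narrower tested set, every count of differentially expressed unigenes and overlaps stayed within 1.5 times of its value. With DESeq2 size factors in both steps, 562 unigenes were down-regulated late, and 699 were up- and 644 down-regulated between Rh-6h and P-0h. With TMM sizes in both steps these last numbers were 698 and 644. Without the edgeR factor they were 1858 and 195, and 1 unigene changed in opposite directions early and late. The unigenes past the threshold in P-24h and not in P-6h, 600 up- and 164 down-regulated, became 353 and 266 with TMM sizes, 342 and 277 with DESeq2 size factors, and 907 and 99 without the edgeR factor.

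The test on unscaled readcounts gave 2988 up- and 2632 down-regulated unigenes early, 3567 and 2362 late, 2122 and 1229 on rehydration, and 3698 and 1764 between Rh-6h and P-0h. It gave 1960 common inducible and 1618 common repressed unigenes, 567 up-up-down, 467 down-down-up and 18 with opposite changes. With TMM sizes on unscaled readcounts the numbers were 2941 and 2689 early, 3192 and 2630 late, 1988 and 1348 on rehydration, 3185 and 2218 between Rh-6h and P-0h, 1853 common inducible, 1751 common repressed, 571 up-up-down, 481 down-down-up and 22 opposite.

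The edgeR exact test with an assumed biological coefficient of variation of 0.2 gave 946 down-regulated unigenes early, 1008 late and 672 between Rh-6h and P-0h, 592 common repressed, 79 down-down-up and 3 opposite. Of the glutathione metabolism unigenes, 8 passed early, 9 late and 4 on rehydration. With a coefficient of 0.4 it gave 99 up- and 26 down-regulated unigenes early, 136 and 33 late, 29 and 21 on rehydration, 63 and 21 between Rh-6h and P-0h, 57 common inducible, 14 common repressed, 10 up-up-down and 2 down-down-up, and 0 glutathione metabolism unigenes passed in each of the 3 comparisons. In simulated libraries without change but with a coefficient of 0.4, the original test called 1018 unigenes in the late comparison, against 1516 in the data, and 1224 in the rehydration comparison, against 683. With a coefficient of 0.2 it called 48.6 and 60.2. In these simulations a coefficient of 0.4 gave more unigenes on rehydration than were seen, and 0.2 far fewer than were seen. Both simulated libraries of a pair had the same expected shares. The late data had edgeR factors of 1.15 and 0.871, so the simulated and observed numbers are not fully comparable. The coefficient was not measured, so how many of the unigenes come from variation between roots of the same condition is not known.

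Without comp21718_c1, 586 unigenes were down-regulated early, 600 late and 592 between Rh-6h and P-0h, and 379 were common repressed. The ratio of up- to down-regulated unigenes in the late comparison fell from 3.13 to 1.54, and with TMM sizes in both steps it fell to 1.504. Without the edgeR factor it rose to 6.10, and with the exact test it was 4.12 at a coefficient of 0.4 and 1.24 at 0.2. With libraries thinned to the same total it was 2.79, and the rank correlation of unigene length with the late fold change was -0.041. The size of the excess of up-regulated unigenes thus depends on the scaling. The ratio was 3.00 between Rh-6h and P-0h and 1.05 between P-24h and P-6h, which a lasting response and a property of the P-0h library would both give. The 3.00 depended on the scaling too, with 1.08 under TMM sizes in both steps, 1.09 under DESeq2 size factors, and 889 up- against 592 down-regulated unigenes without comp21718_c1. The scaling moved the comparisons without P-0h as well, to 0.592 between P-24h and P-6h and 0.830 on rehydration with TMM sizes in both steps.

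With a minimum of 10 readcounts, 17552 unigenes were expressed in P-0h. The change from P-0h to Rh-6h in the share of unigenes with an FPKM above 15 (5.31 percentage points) was 1.10 with TPM, -1.64 with the FPKM divided by the TMM factor, 9.55 over unigenes expressed in all 4 libraries, 6.39 with libraries thinned to the same total, 0.661 without comp21718_c1 and 6.80 over all 33255 unigenes. The change in the share of low-level expressed unigenes (-3.59 percentage points) was 2.60, 5.35, -11.0, -5.73, 3.09 and -8.06 under the same settings. Without comp21718_c1 the P-0h share above 15 was 25.4%, close to the 26.1% of Rh-6h. This unigene is thus a candidate explanation of the rise from P-0h to Rh-6h. In the same setting the share was 21.9% in P-6h and 24.2% in P-24h, so that a rise from P-6h to Rh-6h remained.

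The glutathione percentile of 3.84 was 2.96 with the recomputed early list and 0 among all expressed unigenes, and the oxidation-reduction percentile of 3.54 was 0 among all expressed unigenes. The log2 fold changes of named unigenes past the threshold in the early, late or rehydration comparison numbered 101. None of these reversed with DESeq2 sizes, TMM sizes, log2 of FPKM + 1, or without the edgeR factor, and 98, 100, 98 and 98 kept their side of the threshold. From P-6h to P-24h, a comparison put to these settings after seeing the data, 2 of the 10 unigenes of Fig. 12 reversed. The change of comp29277_c0, -0.09, was 0.245 without the edgeR factor and 0.227 with log2 of FPKM + 1, and that of comp25661_c0, -0.27, was 0.0652 and 0.00548. The depth limits the fold changes of the 5 unigenes of Fig. 12 with fewer than 10 P-0h readcounts.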

Differences from the paper's values

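All tests used in this part were chosen only after the results were seen.

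Among the early inducible unigenes, 61 list oxidoreductase activity, against the paper's 125. With the subclasses of the term, a count chosen after seeing the values, the number was 90. The sulfur compound metabolic process is listed for 2 early inducible unigenes, against the paper's 24. Among the rehydration repressed unigenes, 30 list oxidoreductase activity, against the paper's 59, and 44 with its subclasses. The counts here are of terms listed directly for each unigene, without parent terms. None of the alternatives set before the data were examined applies to these counts.

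The numbers of differentially expressed unigenes were 910, 353, 1149, 367, 362 and 321, against the paper's 929, 362, 1173, 377, 369 and 324. When only unigenes with reads in both libraries, or an adjusted readcount of at least 5 in one, were tested, a setting chosen after seeing the values, all of these numbers and the overlaps of the lists equalled the paper's. Of the alternatives set before the data were examined, TMM sizes in both steps gave the paper's 172 up-up-down unigenes, and DESeq2 size factors gave the paper's 40 down-down-up and 368 early-only inducible unigenes.

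The paper states that the share of unigenes with low FPKM fell in the order P-0h, P-6h, P-24h, Rh-6h. Here it was 51.0, 54.9, 51.1 and 47.4%, highest in P-6h. Over the unigenes expressed in all 4 libraries, an alternative set before the data were examined, it fell in the paper's order, with 46.0, 45.7, 40.4 and 35.0%. Over all 33255 unigenes, a denominator chosen after seeing the values, it also did, with 61.0, 60.9, 57.3 and 53.0%. With TPM, the FPKM divided by the TMM factor or thinned libraries it was lower in P-0h than in P-6h.

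The paper gives the up-up-down pattern for 8 unigenes of glutathione metabolism, and 8 unigenes of the pathway fell past the threshold on rehydration. Here 7 of the 8 met it, and the late change of comp17139_c0 was 0.57. It also gives the pattern for the 10 unigenes of Fig. 12. Here comp12927_c0 missed the early threshold (q = 0.00770) and is not in Table L in S1 File, and comp20307_c0 missed the rehydration threshold (q = 0.00500).

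In Fig. 12 the columns are highest in P-24h for all tested unigenes. In the readcounts 5 of the 10 were lower in P-24h than in P-6h, by -1.34 on the log2 scale for comp20307_c0. Without the edgeR factor or with log2 of FPKM + 1, settings applied here after seeing the values, 3 of the 10 were lower. With TMM sizes in both steps or DESeq2 size factors, applied here at the same stage, 5 of the 10 were lower. The paper names a serine/threonine protein kinase among the down-down-up unigenes, and 0 unigenes of Table M in S1 File carry that name in their NR or Swiss-Prot description or in the GO terms listed for them.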

Other observations

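All tests in this part were chosen only after the result was seen.

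Across 11962 unigenes, which are not independent replicates, the early log2 fold change and the rehydration log2 fold change had a rank correlation of -0.51. These comparisons share no library. The early inducible unigenes had a median of -0.63 on rehydration, below all of the 10000 matched random lists (median -0.18). With separate parts of the P-24h reads for each comparison, 187 unigenes were up-regulated late and down-regulated on rehydration, against 191 with the same part. This split concerns counting noise only, since both parts come from the same library and keep any error of the plants or of its preparation. For the early inducible unigenes no library is shared with the rehydration comparison. A response to water supply is a candidate explanation of their fall, although without replicates other differences between the libraries remain.

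Of the 1275 unigenes past the threshold at only one time under PEG, 22.0% differed past the threshold between P-24h and P-6h in the direction of their list. A threshold narrowly missed at the other time may account for many of the rest.

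The early inducible glutathione metabolism unigenes lay at the 3.84 percentile of matched early inducible lists on rehydration, and the oxidation-reduction unigenes at 3.54. Both lie above the lowest 2.5%, so that a fall of their own cannot be told apart from the fall of early inducible unigenes in general. The oxidation-reduction process was listed for 19.9% of the rehydration inducible and 21.7% of the rehydration repressed unigenes with a GO term, which is not what a fall of the whole class would give.

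On rehydration, the 16 inducible unigenes of phenylalanine metabolism in Table N in S1 File had a median log2 fold change of 2.71, and the 17 of phenylpropanoid biosynthesis 2.66. Against P-0h, their medians in Rh-6h were 2.74 and 3.03. Both lists were taken from the rehydration inducible unigenes, so that a rise on rehydration was fixed by the choice. Their quartiles on rehydration were nearly the same, 1.45 to 4.93 and 1.46 to 4.91. The unigenes shared by the lists were not counted, so they are not separate evidence.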
